# Knockout of zebrafish interleukin 7 receptor (IL7R) by the CRISPR/Cas9 system delays retinal neurodevelopment

**DOI:** 10.1038/s41419-018-0337-z

**Published:** 2018-02-15

**Authors:** Shijiao Cai, Yang Chen, Yue Shang, Jianlin Cui, Zongjin Li, Yuhao Li

## Abstract

*Interleukin 7 receptor* (*il7r*), a transmembrane receptor, belongs to the type I cytokine receptor family. *Il7r* is involved in the pathogenesis of neurodegenerative disorders, such as multiple sclerosis. Targeted knockdown of *il7r* leads to delayed myelination, highlighting the potential role of *il7r* in the development of the nervous system. Zebrafish is an ideal model for the study of neurogenesis; moreover, the *il7r* gene is highly conserved between zebrafish and human. The aim of the present study was to investigate the novel function of *il7r* in neurogenesis. First, an *il7r* ^−/−^ homozygous mutant line was generated by clustered regularly interspaced short palindromic repeats (CRISPR)-associated 9 (CRISPR/Cas9) technology. Second, the gross development of *il7r*^−/−^ mutants revealed remarkably smaller eyes and delayed retinal neurodifferentiation. Third, microarray analysis revealed that genes associated with the phototransduction signalling pathway were strongly down-regulated in *il7r* ^−/−^ mutants. Finally, the results from behavioural tests indicated that visual function was impaired in *il7r* ^−/−^ mutant larvae. Overall, our data demonstrate that a lack of *il7r* retards the development of the retina. Thus, *il7r* is an essential molecule for maintaining normal retinal development in zebrafish.

## Introduction

Interleukin 7 (IL7) is a cytokine produced by bone marrow and stromal cells of the thymus^1^. The IL7 receptor (IL7R) is a heterodimer formed by the specific IL7R alpha chain (IL7Rα) and common gamma chain (γc), which is shared by other cytokine receptors, such as IL2, IL4, IL9, IL15, and IL21. When IL7 binds to IL7R, IL7R/IL7Rα-γc activates its downstream pathways, including JAK/STAT, PI3K/Akt/mTOR and SOS/Ras/ERK^2^. *Il7r* plays a vital role in maintaining the development and homoeostasis of T-lineage and B-lineage cells^3,4^. Lack of *il7r* contributes to some haematological or immunological disorders, such as T-cell acute lymphoblastic leukaemia and severe combined immunodeficiency^5,6^. In recent years, more attention has been paid to the correlation between *il7r* and neurodegenerative diseases. *Il7r* is involved in the pathogenesis of demyelination in both patients with multiple sclerosis (MS) and animal models of experimental autoimmune encephalomyelitis^7–10^. A previous study in our lab revealed that *il7r* is an essential molecule for myelination. Interestingly, temporary deficiency of *il7r* caused smaller eyes in a zebrafish model^11^. This finding highlights the importance of exploring the potential impact of *il7r* on neurogenesis.

In the past few decades, three revolutionary genome-editing techniques, including zinc finger nuclease, transcription activator-like effector nuclease and clustered regularly interspaced short palindromic repeats (CRISPR)-associated (CRISPR/Cas), have been developed^12–14^. CRISPR/Cas systems are adaptive immune systems that protect bacteria and archaea against invasive viruses and plasmid DNA and are considered a third-generation genome-editing tool^15,16^. The three types of CRISPR/Cas systems are type I, type II and type III^17^. Type II CRISPR/Cas9 is the simplest system and merely composed of endonuclease Cas9 and single-guide RNA (sgRNA). Cas9 is guided by sgRNA to mediate site-specific recognition and double-strand breaks. sgRNA is the only element required for each genomic target, thus dramatically simplifying design and increasing efficiency^18,19^. Therefore, the CRISPR/Cas9 system has been widely used as an effective and precise way to modify genes.

In this study, an *il7r*^−/−^ mutant zebrafish line was generated using the CRISPR/Cas9 system to investigate the effect of the *il7r* gene on retinal development. Based on this zebrafish model, we determined the following properties: (1) gross development and neuronal differentiation of *il7r*^−/−^ mutants; (2) gene expression profiles, gene ontology (GO) and signalling pathway analysis and possible mechanisms following *il7r* knockout; and (3) behavioural changes, including movement and visual activity of *il7r*^−/−^ mutants. Our study might help to broaden our view of the novel function of the *il7r* gene in neuronal development.

## Results

### CRISPR/Cas9 system generates a targeted mutation of *il7r*

In this study, we designed and generated a sgRNA targeting exon 5 of the *il7r* gene (Fig. 1a). F1 fish were generated by the self-cross of F0. We identified the genotype and found the deletion of four base pairs (bp) in F1 heterozygotes (Fig. 1b). This mutation led to a truncation of IL7R protein, which contained only 204 amino acids and lacked a transmembrane helix (Fig. 1c). The PCR results from wild-type (WT), heterozygous and homozygous larvae are shown in Fig. 2a. Compared with WT larvae (Fig. 2b), heterozygous larvae exhibited double peaks at the site of ACTG (Fig. 2c; black frame). However, homozygous larvae (Fig. 2d) showed a 4-bp deletion (site of ACTG, black frames in Fig. 2b, c). Moreover, there were no double peaks in the sequencing map, which was consistent with the PCR results. Since the CRISPR/Cas9 system has potential off-target effects, we analysed the top ten sites by a PCR assay and Sanger sequencing in homozygotes^20,21^. All the ten potential sites showed the same sequences as WT fish without double peaks (Supplementary Figure 1). Therefore, no detectable off-target effect was found in F2 *il7r*^−/−^ mutants.

**Fig. 1:**
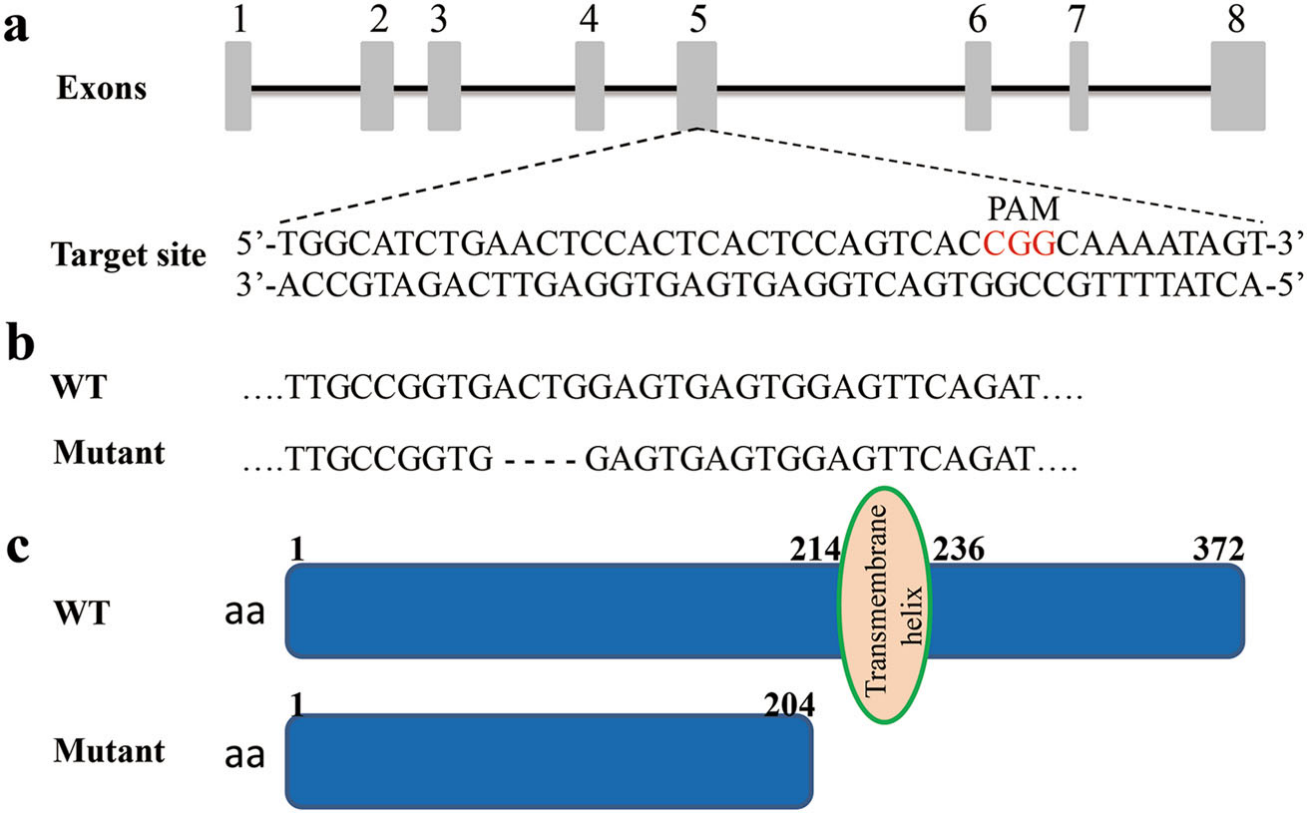
Generation of *il7r* mutant zebrafish with the CRISPR/Cas9 system. **a** Diagram of the target site in the zebrafish *il7r* genome. **b** Sequence alignment between WT and *il7r*^−/−^ mutant. **c** The predicted truncation of IL7R protein

**Fig. 2:**
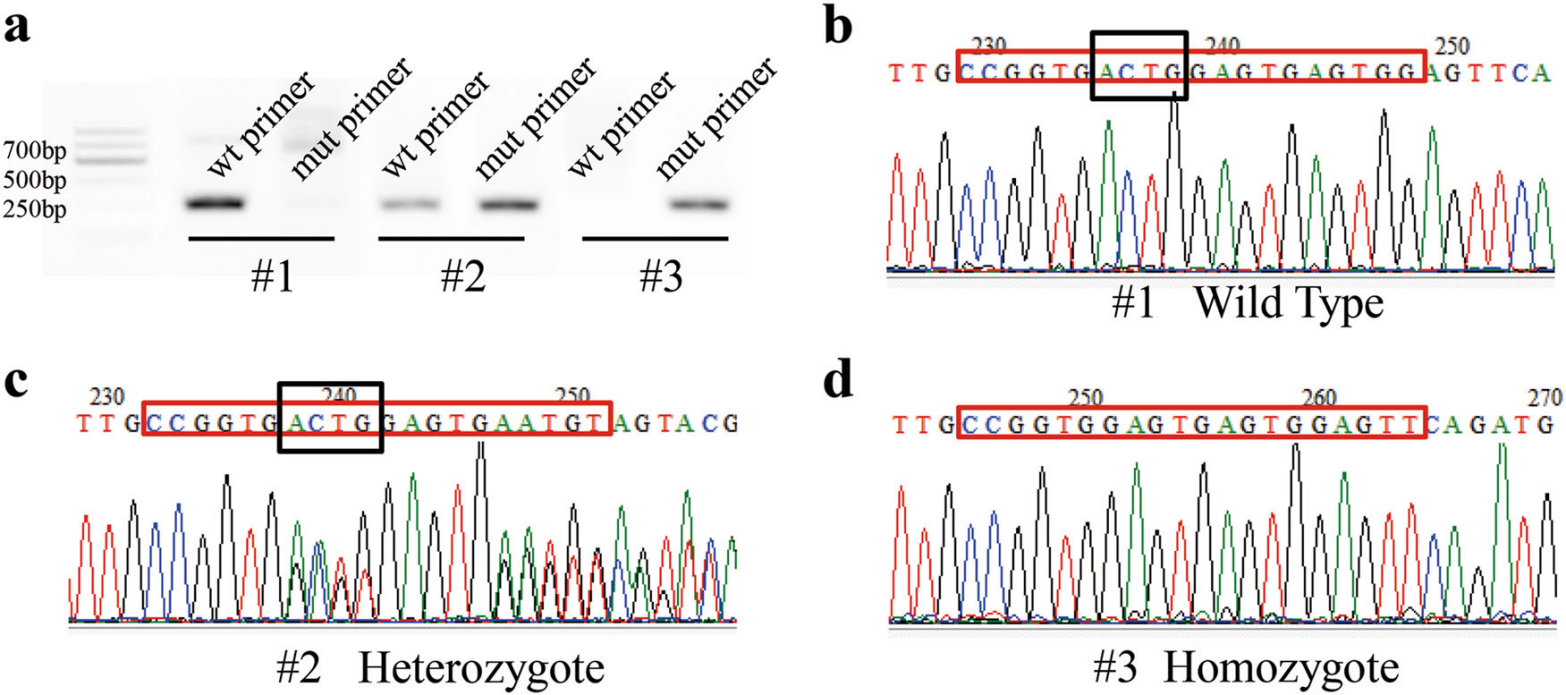
Identification of *il7r*^−/−^ homozygotes in F2 zebrafish. **a** PCR amplification of wild-type (#1), heterozygous (#2) and homozygous (#3) zebrafish. **b-d** Sequencing maps of wild-type (**b**), heterozygous (**c**) and homozygous (**d**) zebrafish. Red frames: sequences of the target site. Black frames: ACTG base pairs in wild-type and heterozygous zebrafish. Note the 4-bp (ACTG) deletion in homozygotes

For the *il7r*^−/−^ mutant line, two approaches were used to verify reliability. First, we examined the expression of IL7R protein by western blotting. No IL7R protein was detected in *il7r*^−/−^ larvae (Fig. 3a). Second, we performed whole-mount in situ hybridisation at 4 days post fertilisation (dpf) with *growth hormone 1* (*gh1*) and *recombination activating gene 1* (*rag1*) mRNA probes, which label the hypophysis and thymus, respectively^22^. In zebrafish, *il7r* deficiency leads to the absence of lymphocytes in the thymus rather than in the hypophysis^3^. *Gh1* signals were detected in the hypophysis from both WT and *il7r*^−/−^ larvae (Fig. 3b, arrowheads), and no significant difference was found in the area of *gh1*-positive signals between the two groups (Fig. 3c; Student’s *t* test, *P* > 0.05). By contrast, only weak *rag1*-positive signals were detected in the bilateral thymic anlage of *il7r*^−/−^ larvae (Fig. 3b, arrows), although the cellular localisation of *rag1-*positive signals was similar between WT and *il7r*^−/−^ larvae. The area of *rag1*-positive signals in *il7r*^−/−^ larvae was dramatically lower than that in WT larvae (Fig. 3d; Student’s *t* test, ***P < 0.001), indicating that thymopoiesis was severely impaired after *il7r* knockout. Taken together, these results suggested that an *il7r*^−/−^ mutant line was successfully generated with the CRISPR/Cas9 system.

**Fig. 3:**
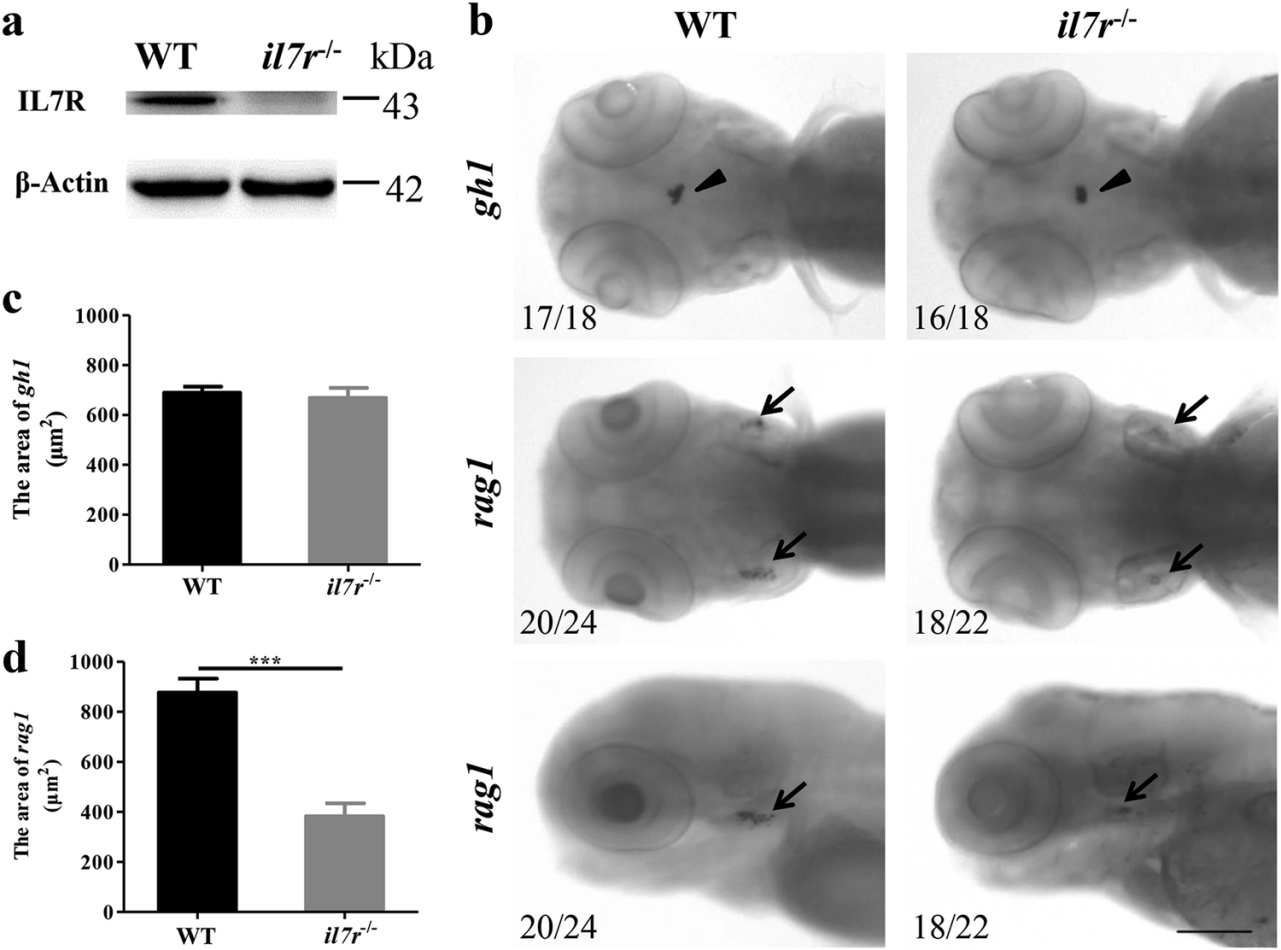
The validation of the *il7r*^−/−^ mutant by western blotting and whole-mount in situ hybridisation. **a** The expression of IL7R protein in WT and *il7r*^−/−^ larvae at 4 dpf. Note that no IL7R protein is detected in *il7r*^−/−^ larvae. **b** The images of whole-mount in situ hybridisation with *gh1* (arrowheads) and *rag1* (arrows) mRNA probes in WT and *il7r*^−/−^ larvae at 4 dpf. **c-d** The statistical analysis of *gh1*-positive area (**c**) or *rag1*-positive area (**d**) between WT and *il7r*^−/−^ larvae. Note that *rag1* expression is significantly decreased in *il7r*^−/−^ larvae. Results are represented as means ± SEM, ***P < 0.001. The upper four panels in **b**: dorsal view. The lower two panels in **b**: dorsal is up, and rostral is left. Scale bar in **b**: 100 μm

### Retinal development is delayed following *il7r* knockout

The phenotypes of WT and *il7r*^−/−^ larvae were assessed at 12 h post fertilisation (hpf), 24 hpf, 48 hpf and 72 hpf. Compared with WT embryos (Fig. 4a–c), *il7r*^−/−^ embryos showed no apparent malformation (Fig. 4f–h) before 48 hpf. However, compared with WT embryos (Fig. 4d, e), *il7r*^−/−^ embryos exhibited shorter body length and smaller eyes at 72 hpf (Fig. 4i, j). We then quantified these findings in embryos from the WT and *il7r*^−/−^ groups at 72 hpf (*n* = 30 in each group). *Il7r*^−/−^ larvae showed remarkable reductions in body length and eye size (Fig. 4k, l; Student’s *t* test, **P < 0.01, ***P < 0.001).

**Fig. 4:**
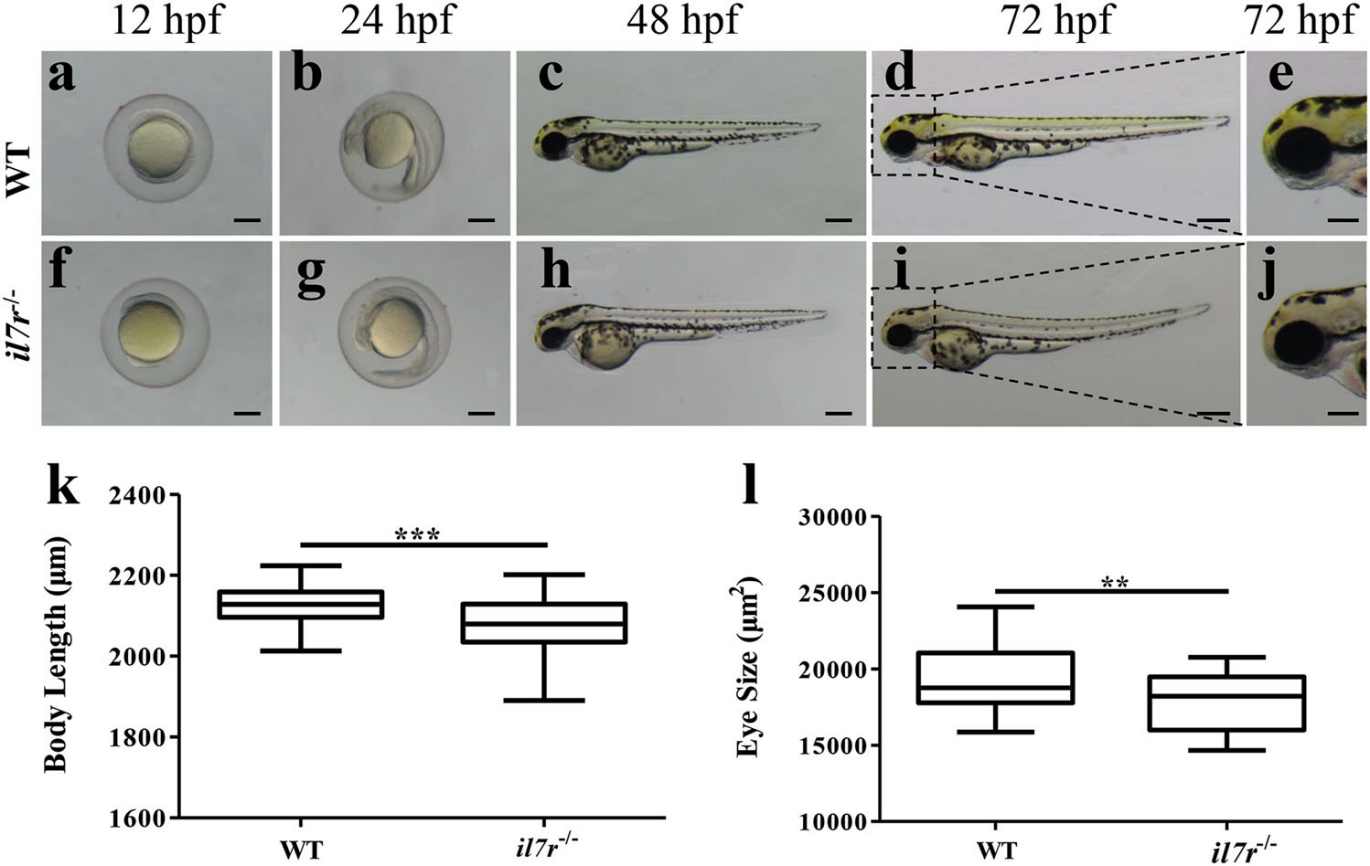
The phenotypes of the *il7r*^−/−^ mutant. **a-j** Phenotypes of WT and *il7r*^−/−^ embryos at 12 hpf (**a** and **f**), 24 hpf (**b** and **g**), 48 hpf (**c** and **h**) and 72 hpf (**d** and **i**). **e** and **j** are the magnified images of the heads from **d** and **i**, respectively. **k** Statistical analysis of body length in WT and *il7r*^−/−^ embryos at 72 hpf. Note that the body length of embryos in the *il7r*^−/−^ group is shorter than that embryos in the WT group, results are represented as means ± SEM (*n* = 30), ***P < 0.001. **l** Statistical analysis of eye size between the two groups. Note that the *il7r*^−/−^ mutants have smaller eyes, results are represented as means ± SEM (*n* = 30), **P < 0.01. Dorsal is up, and rostral is left in **c**, **d**, **e**, **h**, **i** and **j**. Scale bar: **a-d** and **f-i**, 200 μm; **e** and **j**, 100 μm

To investigate whether smaller eyes were associated with abnormal retinal development, we performed haematoxylin and eosin (HE) staining on cross sections through the optic nerve of the retina. At 60 hpf, retinal cells began to laminate in both WT and *il7r*^−/−^ groups (Supplementary Figure 2a–d). At 72 hpf, cells in the retina from the WT group were well laminated, and the ganglion cell layer (GCL), inner nuclear layer (INL) and outer nuclear layer (ONL) were distinct (Fig. 5a, b). However, cells in the retina from the *il7r*^−/−^ group were smaller than those in the retina from the WT group (Fig. 5c). Furthermore, the GCL, INL and ONL from the *il7r*^−/−^ group were thinner than those from the WT group. Compared with nuclei in the WT group, nuclei in the *il7r*^−/−^ group were dense and darkly stained, with an increased nuclear-to-cytoplasm ratio (Fig. 5d). We then performed immunohistochemistry to explore neuronal differentiation in the retina at 60 hpf and 72 hpf, respectively. Zpr1 antibody can combine with protein encoded by *arrestin3a* (*arr3a*), which is specifically expressed in green and red double cones, while Zpr3 antibody binds to protein encoded by *rhodopsin* (*rho*) in rods. At 60 hpf, Zpr1-positive and Zpr3-positive signals distributed segmentally along the ONL of retina in WT group (Supplementary Figure 2e and f). However, Zpr1-positive and Zpr3-positive signals were weak and sporadic in *il7r*^−/−^ group (Supplementary Figure 2g and h). Statistical analysis showed that the area of Zpr1-positive or Zpr3-positive signals were fewer in the *il7r*^−/−^ group than those in the WT group (Supplementary Figure 2i and j; Student’s *t* test, ***P < 0.001). At 72 hpf, images from the WT group showed strong Zpr1-positive and Zpr3-positive signals distributed along the ONL, which indicated that cones and rods were well differentiated (Fig. 5e, f). The Zpr1-positive and Zpr3-positive signals in *il7r*^−/−^ embryos were also located in the ONL; however, the signals were sporadic (Fig. 5g, h), indicating that the retina was immature. To quantify this finding, we performed statistical analysis on the area of Zpr1-positive and Zpr3-positive signals between the WT and *il7r*^−/−^ groups. There was a significant decrease in these signals in the *il7r*^−/−^ group (Fig. 5i, j; Student’s *t* test, **P < 0.01, ***P < 0.001). The results from HE staining and immunohistochemistry showed that *il7r* knockout did not alter the location of retinal neurons but delayed eye development and neuronal differentiation of the retina.

**Fig. 5:**
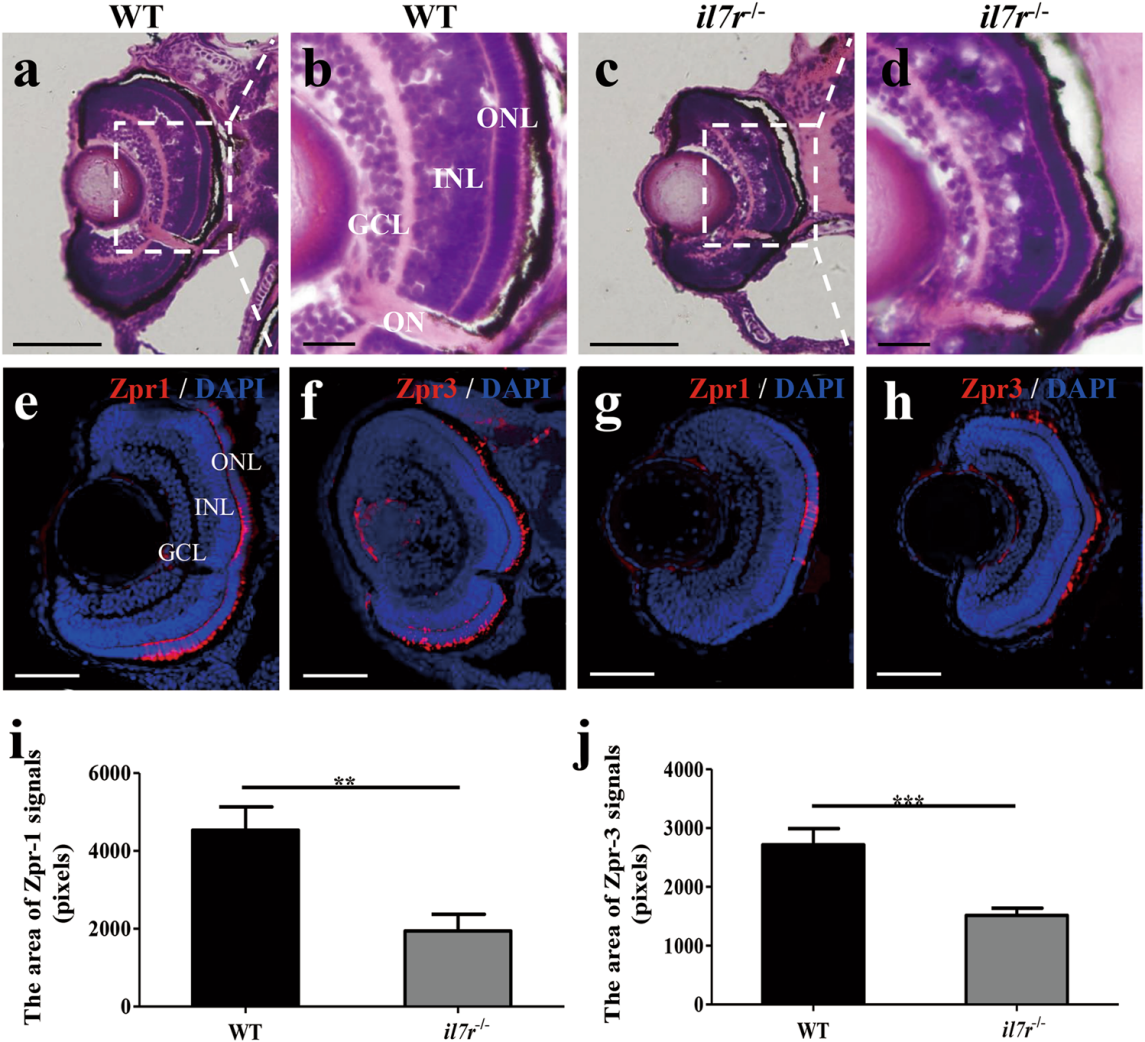
Retinal development following *il7r* knockout. **a-d** HE staining and magnified images of retinas from wild-type (WT, **a** and **b**) and *il7r*^−/−^ (**c** and **d**) embryos at 72 hpf. **e**–**h** Images of Zpr1 or Zpr3 immunofluorescence staining of retinas in WT (**e** and **f**) and *il7r*^−/−^ (**g** and **h**) embryos at 72 hpf. **i**-**j** Statistical analysis of Zpr1-positive signals (**i**) and Zpr3-positive signals (**j**) between WT and *il7r*^−/−^ retinas. Note that the Zpr1-positive area (**i**) and Zpr3-positive area (**j**) are significantly decreased in *il7r*^−/−^ retinas. Results are represented as means ± SEM (*n* = 10), **P < 0.01, ***P < 0.001. Scale bar: **a** and **c**, 40 μm; **b** and **d**, 10 μm; **e**–**h**, 50 μm. GCL ganglion cell layer, INL inner nuclear layer, ONL outer nuclear layer, ON optic nerve

### Genes related to phototransduction are down-regulated following *il7r* knockout

To explore the possible mechanisms of delayed neurodifferentiation following *il7r* knockout, we performed microarray analysis using RNA isolated from WT and *il7r*^/−^ homozygotes at 4 dpf. 

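The values analysed here come from 6 arrays, 3 from WT larvae of the Tu strain and 3 from *il7r*-/- larvae at 4 dpf, and the methods give 20 larvae for each sample. The arrays were of the Affymetrix Zebrafish Gene ST type, and the submitters' processing notes name RMA, which corrects background, normalizes the arrays to one another and summarises each probe set. The log base is not named in the text or the labels and was read from the values as log2, since they had upper quartiles of 4.99 to 5.03 in the 6 arrays. The value table holds 75212 probe sets, of which 20806 name 1 gene alone and 53551 carry no gene name. No probe set is marked as a control in the tables used, so all were tested. A gene with several such probe sets was represented by the brightest of them, which gave 19260 genes. Limma's moderated test compared the genotypes, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all 75212 probe sets and a fold change over 1.5. All changes are given as *il7r*-/- minus WT on the log2 scale. In addition, 36 gene lists were fixed before the data were examined and were tested with camera at a preset correlation between genes of 0.01. Across probe sets, which are not independent replicates, Pearson's correlation was 0.979 to 0.980 between the *il7r*-/- arrays and 0.977 between WT replicates 1 and 2. WT replicate 3 stood apart, with a correlation of 0.965 with each of the other WT arrays. WT replicates 1 and 2 correlated more highly with their nearest *il7r*-/- array, at 0.970 and 0.971. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.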

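In *il7r*-/- larvae, 35 genes fell and 10 genes rose among the 19260 genes measured. The genes that fell included *rbp3*, which encodes the retinoid-binding protein of the matrix around photoreceptors, and *slc2a1a*, which encodes a glucose transporter. *rbp3* had a value of 7.97 ± 0.23 (SD, n = 3) in WT and 6.01 ± 0.36 (SD, n = 3) in *il7r*-/- larvae, a change of -1.95 (standard error 0.21, adjusted p = 0.0335). *slc2a1a* changed by -1.63, *mb*, which encodes myoglobin, by -1.72, *ppifa*, which encodes a mitochondrial cyclophilin, by -2.31, and the protocadherin gene *pcdh2ab7* by -2.10. The most lowered gene was *zgc:113363* at -2.56, and *si:dkey-273g18.1* changed by -2.12. The most raised gene was *bend7*, with a change of 3.08 (standard error 0.24, adjusted p = 0.0178). *map3k20a*, which encodes a stress-activated kinase, rose by 1.81, *afmid*, an enzyme of tryptophan breakdown, by 1.45, and the importin gene *ipo8* by 1.20. The other raised genes were *zgc:165656*, *si:ch211-114l13.1*, *zgc:112332*, *si:dkey-286j15.3*, *si:ch1073-365p7.2* and *APLF*, by 1.05 to 2.13. The WT means of *si:dkey-286j15.3* (1.44) and *si:ch1073-365p7.2* (1.99) lie near the array's background, so the sizes of their changes are uncertain. The WT mean of *bend7* was 3.12, below 3.905, the bound of the lowest tertile of genes by level. Below that bound also lay the WT means of *afmid*, *zgc:165656*, *si:ch211-114l13.1* and *zgc:112332*, and the *il7r*-/- means of *zgc:113363* and *pcdh2ab7*. The sizes of the changes in these dim genes are thus uncertain too. Among all 75212 probe sets, 224 were called, 96 raised and 128 lowered, and 171 of the 224 name no gene or several. When the 20806 probe sets that name 1 gene were tested alone, a choice made after seeing the data, 38 genes rose and 175 fell, the 45 genes included. With the mean of a gene's probe sets in place of its brightest, 8 genes rose and 35 fell, so not all of the 10 raised genes kept their call. Most calls were lost without any 1 array other than WT replicate 3. There were 15 and 13 called probe sets (1 and 2 genes) without WT replicates 1 and 2. Without *il7r*-/- replicates 1, 2 and 3 there were 5, 5 and 9 (0 genes each), against 293 (61 genes) without WT replicate 3. Each such fit holds fewer arrays and so has less power. The changes themselves moved less, from 2.86 to 3.33 for *bend7* and from -2.10 to -1.76 for *rbp3*. Of the genes named above, *mb*, *afmid*, *ipo8* and *si:ch1073-365p7.2* lost their call without any 1 of the 6 arrays, *ppifa* kept it without WT replicate 2 or 3, *bend7* without WT replicate 1 or 3, and the others without WT replicate 3 alone. The methods' test called 2447 probe sets without adjustment, 1060 raised and 1387 lowered, and 3 after it.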

A total of 1621 genes showed significant changes in gene expression profiles; 689 genes were up-regulated, and 932 genes were down-regulated (Fig. 6a). There were 64 down-regulated GO clusters, and the top ten GO clusters are listed in Fig. 6b. 

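Genes of the visual cycle and retinol metabolism, which recycle the chromophore of the opsins, were lower in *il7r*-/- larvae as a group. Of 32 measured members, 3 fell and none rose, and 29 had a change below 0, with a median of -0.36. *rbp4l*, a retinol-binding protein gene, fell from 7.68 ± 0.17 (SD, n = 3) in WT to 5.76 ± 0.09 (SD, n = 3), a change of -1.92 (standard error 0.13, adjusted p = 0.0164), and *rpe65a* and *rgra* were the other 2 that fell. Genes of the lens and of melanin synthesis moved in the same direction, with medians of -0.77 and -0.29. Among 34 genes of inner retina neurons and Muller glia, *cabp5b*, a calcium-binding protein gene of bipolar cells, fell by 1.20 (standard error 0.13, adjusted p = 0.0308) and the median was -0.16. Among 28 genes of non-visual opsins and the pineal gland, the melanopsin gene *opn4.1* fell by 1.03 (standard error 0.12, adjusted p = 0.0384) and the median was -0.09, a list that did not pass the test (adjusted p = 0.0727 from camera) but did without WT replicate 3 (0.0116) and after quantile normalization (0.0329). Adjusted over the list alone, 11 visual cycle genes, 3 inner retina genes and 4 non-visual opsin and pineal genes were lower. Camera gave an adjusted p of 2.12e-09 for the visual cycle list (adjusted p = 0.140 with an estimated correlation) and of 0.0165 for the inner retina list (adjusted p = 0.471 with an estimated correlation). The share of lowered genes in the visual cycle list also exceeded that among other genes (Fisher's exact test, two-sided, adjusted p = 0.000947). Since the study chose the visual theme on these samples, these lists are not independent evidence of its direction. *rbp4l* lies within 5 Mb of *il7r* in the GRCz12tu assembly, and the calls of *rbp4l* and *cabp5b* ended without any 1 of the arrays other than WT replicate 3, and that of *opn4.1* without any 1 of the 6 arrays.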

Visual perception and phototransduction were the first and second significantly decreased GO clusters following *il7r* knockout. We also performed signalling pathway analysis and detected ten relative down-regulated pathways (Fig. 6c). 

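Of the metabolic groups that share a name with a pathway of Fig. 6c, genes of the pentose phosphate pathway, of glycolysis and gluconeogenesis and of fatty acid synthesis and elongation were lower in *il7r*-/- larvae. The median change was -0.33 over 15 measured genes of the pentose phosphate pathway, -0.20 over 42 genes of glycolysis and gluconeogenesis and -0.21 over 33 genes of fatty acid synthesis and elongation. *gpia*, a glucose-6-phosphate isomerase gene that both of the first lists hold, was the only called gene of the 3 lists, and it fell from 8.02 ± 0.05 (SD, n = 3) to 7.23 ± 0.04 (SD, n = 3), a change of -0.79 (standard error 0.10, adjusted p = 0.0459). Adjusted over the list alone, 4, 4 and 3 genes of these lists were lower. Genes of ketone body metabolism (median -0.14, 8 genes, adjusted p = 0.107 from camera, and 0.0396 without WT replicate 3), of starch, sucrose and glycogen metabolism (-0.09, 21 genes, adjusted p = 0.509) and of nitrogen metabolism (-0.06, 21 genes, adjusted p = 0.255) did not pass the test. Genes of steroid hormone synthesis had a median of 0.0067 over 27 genes while their camera direction was down (adjusted p = 0.760). For the lists that passed, camera gave adjusted p = 1.11e-06, 1.15e-05 and 0.000884 in the order above, and with an estimated correlation adjusted p = 0.140, 0.214 and 0.170. The lists take their names from pathways that the study found decreased on these samples, so they are not independent evidence of that direction. The call of *gpia* ended without any 1 of the 6 arrays and after quantile normalization (adjusted p = 0.0557, range over the alternatives 0.0101 to 0.197).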

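Cone phototransduction genes, which carry the light response of cones, were lower in *il7r*-/- larvae, and 29 of 31 measured members had a change below 0, with a median of -0.91. *rcvrn3*, a recoverin gene, fell from 8.55 ± 0.06 (SD, n = 3) to 6.68 ± 0.19 (SD, n = 3), a change of -1.87 (standard error 0.13, adjusted p = 0.0171), and *guca1c*, a guanylate cyclase activator gene, fell by 1.16 (standard error 0.10, adjusted p = 0.0228). These were the 2 of 31 that fell over all probe sets tested, and 20 were lower when adjusted over the list alone. All 16 measured rod phototransduction genes had a change below 0, with a median of -0.50, but none passed the test over all probe sets and 4 did when adjusted over the list alone. The brightest of them were *gnb1b*, with a change of -0.29 (adjusted p = 0.395), and *rcvrna*, with -1.12 (adjusted p = 0.186). Genes of the lens moved in the same direction, with a median of -0.77 over 43 genes. Camera gave adjusted p = 1.60e-17 for the cone list and 3.48e-07 for the rod list, and with an estimated correlation adjusted p = 0.221 and 0.390. The excess of lowered genes in the cone list had an adjusted p of 0.0260 (Fisher's exact test, two-sided). The study chose the phototransduction theme on these samples, so these lists are not independent evidence of its direction, and the calls of *rcvrn3* and *guca1c* ended without any 1 of the arrays other than WT replicate 3.

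**Figure D1:**
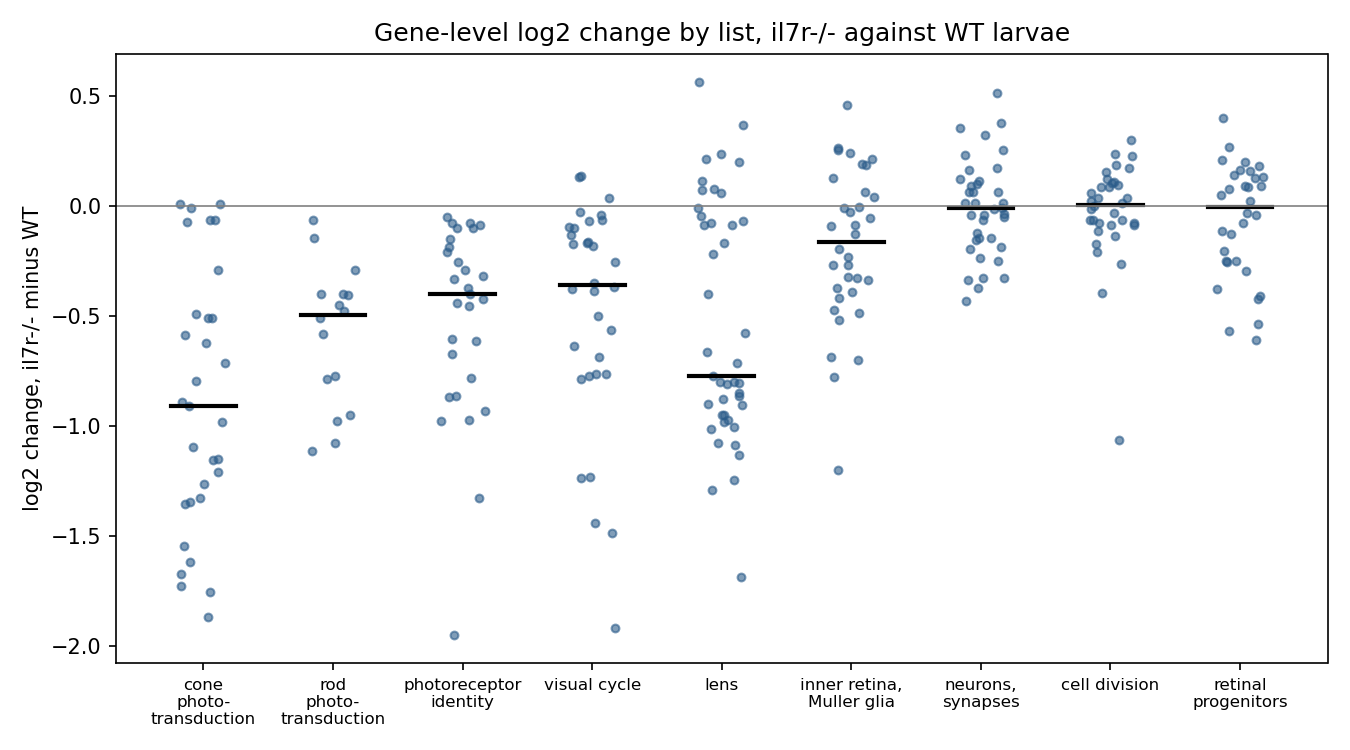
Change in each measured gene of 9 gene lists, as the mean of 3 *il7r*-/- arrays minus the mean of 3 WT arrays (log2, vertical axis). Each point is a gene, spread sideways for visibility, and each black line is the list's median, which is -0.91 for cone phototransduction and -0.77 for lens.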

Interestingly, the phototransduction pathway also showed decreased expression. Based on GO and signalling pathway analyses, ten phototransduction-related genes were selected as follows: *arr3a*, *opn1sw1*, *opn1sw2*, *opn1mw1*, *opn1lw2*, *opn3*, *pde6h*, *rgra*, *rho and rpe65a*. 

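On the arrays, 8 of these 10 genes were measured by a probe set that names the gene alone, and in all 8 every *il7r*-/- array lay below every WT array, while the groups did not overlap in 22.3% of all genes. The study selected these genes from its analyses of the same arrays, so this is not independent evidence of their direction. *rpe65a*, which encodes the isomerase of the visual cycle, fell from 7.28 ± 0.20 (SD, n = 3) in WT to 5.79 ± 0.23 (SD, n = 3) in *il7r*-/- larvae, a change of -1.49 (standard error 0.17, adjusted p = 0.0353). *rgra*, a retinal G protein-coupled receptor gene, fell from 7.51 ± 0.10 to 6.28 ± 0.23 (SD, n = 3 each), a change of -1.23 (standard error 0.15, adjusted p = 0.0400). The other 6 did not pass the test over all probe sets. Among them, the ultraviolet opsin gene *opn1sw1* had a change of -1.76 (standard error 0.29, adjusted p = 0.0939), the blue opsin gene *opn1sw2* -1.73 (0.31, adjusted p = 0.117), the green opsin gene *opn1mw1* -1.10 (0.21, adjusted p = 0.133) and the red opsin gene *opn1lw2* -0.98 (0.24, adjusted p = 0.206). *pde6h*, annotated as *pde6ha*, had a change of -1.67 (0.28, adjusted p = 0.102) and *opn3* of -0.89 (0.19, adjusted p = 0.162). *opn1mw1* was dim, with a mean of 3.22 in WT and 2.12 in *il7r*-/- larvae, the latter near the array's background, so the size of its change is uncertain. Tested over the probe sets that name 1 gene, a choice made after seeing the data, 6 of the 8 fell, *opn1mw1* among them, all but *opn1lw2* (adjusted p = 0.0893) and *opn3* (adjusted p = 0.0610), and by the methods' test without adjustment all 8 did. *rho* and *arr3a* were not analysed here. Without any 1 of the arrays other than WT replicate 3 the call of *rpe65a* ended, and without any 1 of the 6 arrays that of *rgra*.

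**Figure D2:**
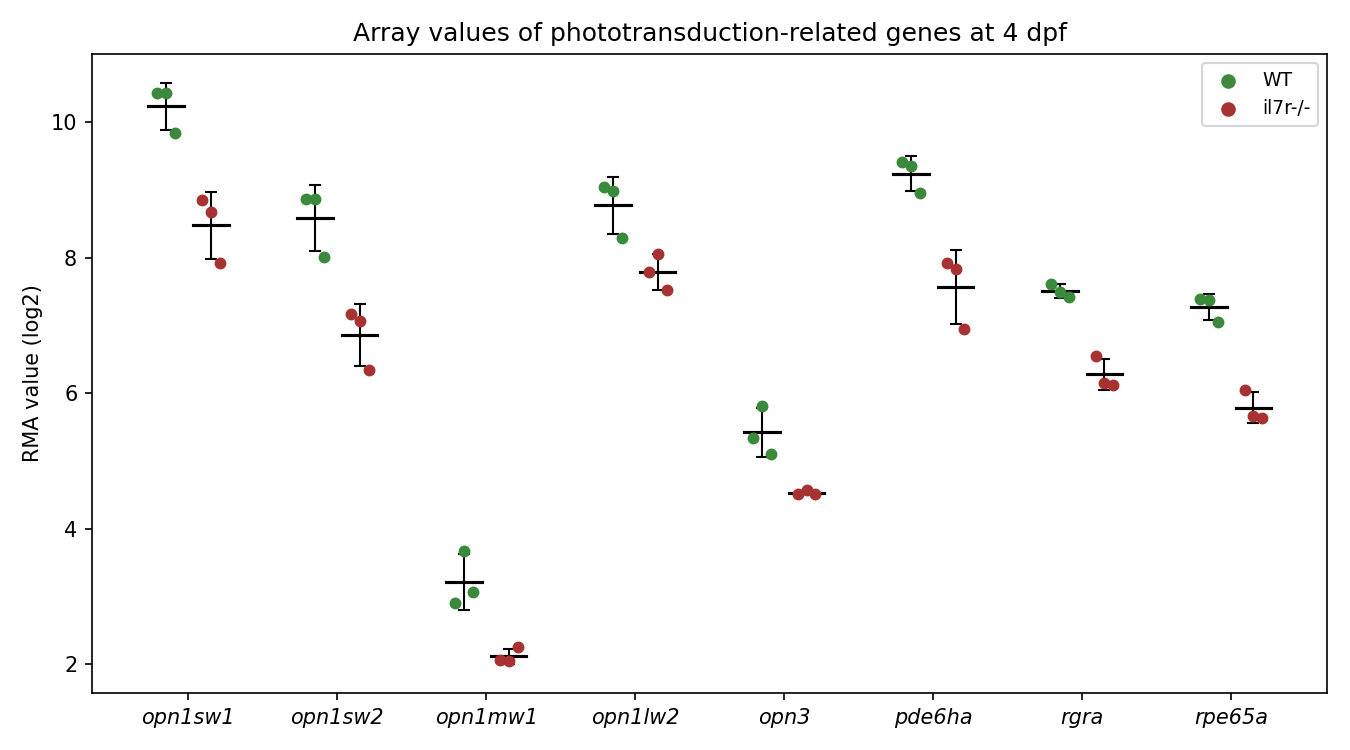
Array values (RMA, log2, vertical axis) of the 8 measured genes of Fig. 6d in WT (green) and *il7r*-/- (red) larvae at 4 dpf. Points are arrays, horizontal lines the means of 3 arrays and error bars the SD, and for each gene the red points lie below the green ones.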

We verified their expression by qRT-PCR. The expression of all 10 genes in the *il7r*^−/−^ group was significantly lower than that in the WT group (Fig. 6d; Student’s *t* test, ***P < 0.001). 

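Cone phototransduction genes were lower by more than genes of inner retina neurons and Muller glia in these larvae, while lists of neurons, cell division and progenitors did not pass the test. The median change of 38 genes of neurons and synapses was -0.01, that of 34 cell division genes was 0.005 and that of 32 genes of retinal progenitors and neurogenesis was -0.005 (adjusted p = 0.912, 0.771 and 0.884 from camera). These medians lie so close to 0 that each turned its sign under at least 1 alternative. The inner retina median exceeded the cone median by 0.747 (95% bootstrap interval over genes 0.353 to 1.12), and the lens median exceeded it by only 0.137 (-0.213 to 0.877). The RNA came from whole larvae, and the inner retina list shares *gad1b* and *gad2* with the neuron list. A loss confined to the retina would be diluted in such a list, so the difference does not show that photoreceptors alone were affected. With an estimated correlation the cone list did not pass camera (adjusted p = 0.221). Among the brightest members, the synaptic vesicle gene *vamp2* had a change of -0.33 (adjusted p = 0.292), the glutamate receptor gene *grin1b* -0.01, the proliferation marker *pcna* -0.07 and the progenitor marker *sox2* -0.04. In the test restricted to probe sets that name 1 gene, chosen after seeing the data, 14 of the cone phototransduction genes fell. The bootstrap takes genes as independent, which they are not. The paper reasons from the decreased GO clusters and the decreased phototransduction pathway to a choice of genes for qRT-PCR. From those results and the lower expression of the chosen genes (Fig. 6d) together it draws its conclusion on phototransduction genes.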

The above results illustrated that *il7r* knockout leads to inhibition of genes related to phototransduction.

**Fig. 6:**
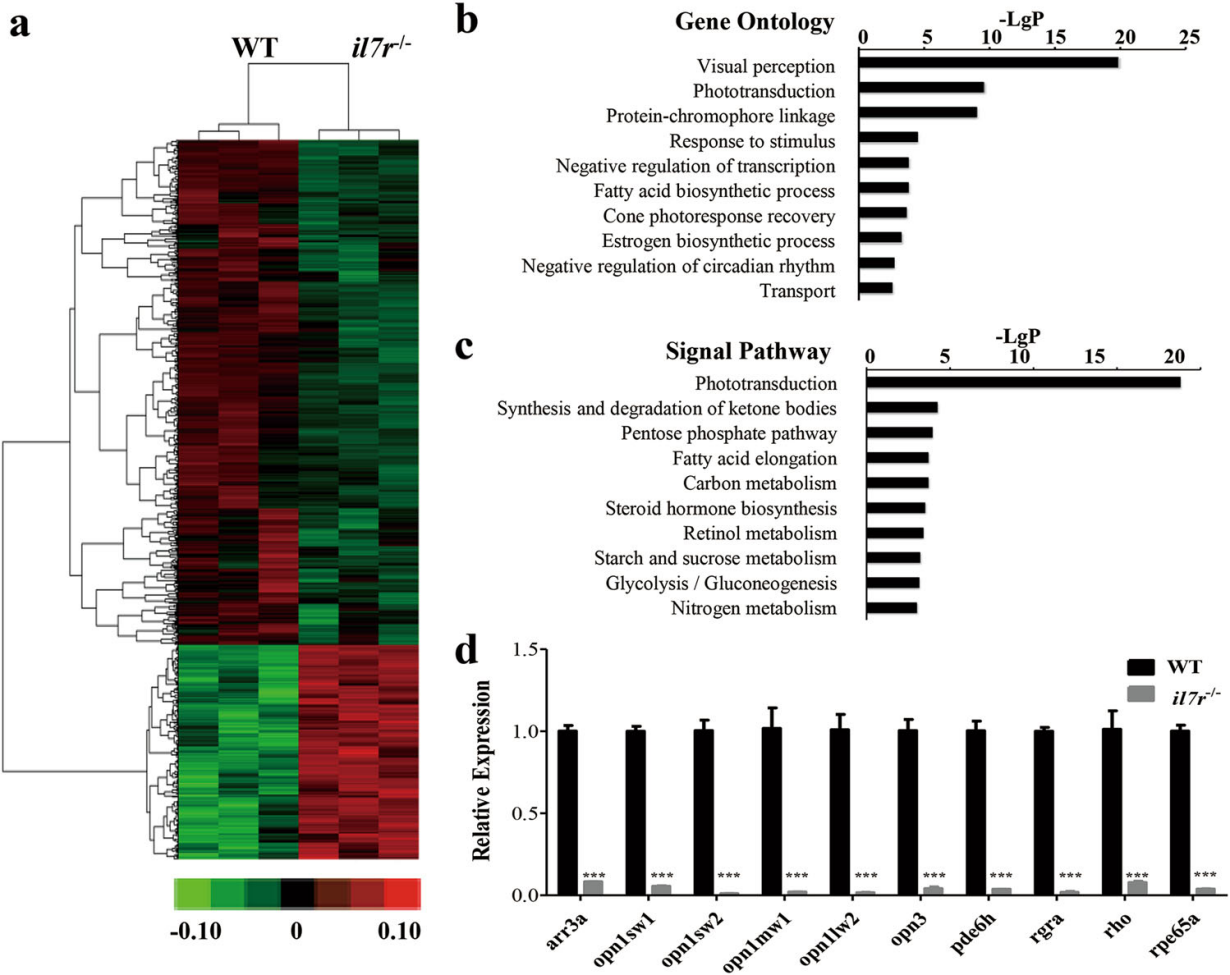
Differential gene expression profile, gene ontology (GO) and signalling pathway analysis following *il7r* knockout. **a** The heat map of the differential gene expression profile following *il7r* knockout assessed by cDNA microarray. **b** and **c** The analysis of the top ten down-regulated GO (**b**) and signalling pathways (**c**). **d** Ten genes related to visual perception and phototransduction were selected to validate the microarray results. Results are represented as means ± SEM, ***P < 0.001. -Lg *P*: negative logarithm value of *P* values from differential gene expression by microarray

### *Il7r*^−/−^ larvae exhibit weak responses to light stimulus

To investigate the functional changes following delayed retinal development, we collected larvae from the WT and *il7r*^−/−^ groups and performed behavioural testing at 6 dpf. The conditions included 2 min of darkness followed by 2 min of light. Digital tracks and heat maps were shown in Fig. 7a, b. When larvae were immediately exposed to light, WT larvae exhibited a sharp and upward peak in the first 10 s of 2 min of light (Fig. 7c, arrow in dotted frame). Compared with WT larvae, *il7r*^−/−^ larvae swam faster in the dark, and no sharp peak was observed in the first 10 s of the 2-min light period (Fig. 7c). We then analysed the velocities during 2 min of darkness and the first 10 s of light. The average speed was significantly increased after exposure to the light stimulus in WT larvae (Fig. 7d; Student’s *t* test, *P < 0.05). However, no significant difference was found between 2 min of darkness and 10 s of light in *il7r*^−/−^ larvae (Fig. 7d). These data indicated that *il7r*^−/−^ larvae had a weak response to light.

**Fig. 7:**
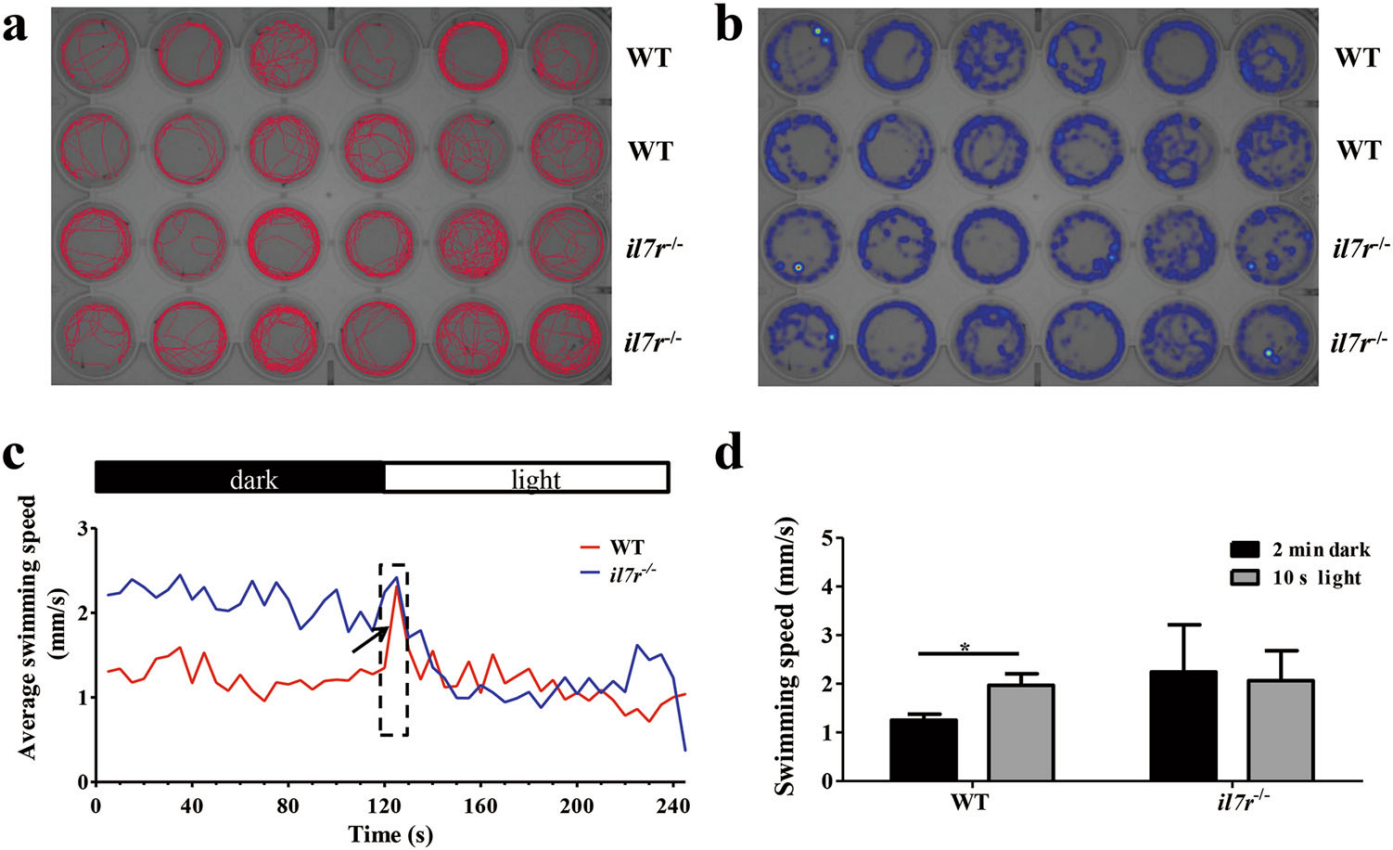
The swimming pattern and light response of *il7r*^−/−^ larvae. **a** and **b** The digital tracks (**a**) and corresponding heat maps (**b**) of larvae from the WT and *il7r*^−/−^ groups at 6 dpf. **c** The swimming speed in larvae from WT and *il7r*^−/−^ during the 2-min dark and 2-min light periods. Note that WT larvae exhibit a sharp increase in swimming speed in the first 10 s of the 2-min light period (arrow in dotted frame). **d** The statistical analysis of swimming speed during the 2-min dark period and the first 10 s of the 2-min light period in WT and *il7r*^−/−^ larvae. Note the increase in larvae from the WT group during the first 10 s of the 2-min light period. Results are represented as means ± SEM (*n* = 12), *P < 0.05

## Discussion

The main conclusions of this study are as follows: (1) an *il7r*^−/−^ mutant line was successfully generated using the CRISPR/Cas9 system and provides a model to investigate the novel function of the *il7r* gene; (2) *il7r* plays a regulatory role in neurogenesis, and its deficiency retards neuronal differentiation in zebrafish retina; and (3) *il7r* knockout down-regulates genes in the phototransduction pathway and further impairs visual function.

In this study, we used the CRISPR/Cas9 system to knockout the *il7r* gene in a zebrafish model. The activity of different sgRNAs varies based on different target genes; the general rate is in the range of 20–60%^18^. We designed a sgRNA targeting exon 5 and determined that the activity in our system was approximately 20%. We performed genotyping in F1 and found that the mutation was a 4-bp deletion. The ratio of F2 offspring was roughly consistent with Mendelian genetics. The off-target effect of CRISPR/Cas9 technology is a major concern due to mismatch recognition between sgRNA and the target sequence^20^. Several methods, including the Surveyor assay, T7E1 assay and Sanger sequencing were used to analyse the off-target effect^23^. We chose Sanger sequencing because of its efficiency and accuracy^21^. We confirmed that there was no off-target effect in the *il7r*^−/−^ mutant line. The 4-bp deletion in exon 5 led to a frameshift mutation in *il7r*, resulting in truncated IL7R protein, which caused the loss of the conservative function domain (transmembrane helix). Hence, we used an anti-IL7R antibody raised against a peptide at the C-terminus to verify reliability. The expression of IL7R was undetectable in the *il7r*^−/−^ mutant line. For further validation, we examined the development of the hypophysis and thymus by whole-mount in situ hybridisation. In *il7r*^−/−^ mutants, the thymus was severely underdeveloped, whereas the hypothesis was normal, which phenocopied the *il7r* morpholino-based knockdown that we previously reported^11^. Therefore, we successfully established an *il7r*^−/−^ mutant line. To our knowledge, this study is the first report of an *il7r* knockout zebrafish model. This mutant line generated by the CRISPR/Cas9 technique was stable and heritable. Furthermore, because the *il7r* gene is conserved between zebrafish and mammals, this knockout model is a powerful tool for in-depth investigation of the functions of the *il7r* gene as well as the mechanisms of *il7r*-related diseases.

The retina is considered an extension of the central nervous system in both anatomy and development^24^. The structure of the retina is highly conserved among vertebrates and consists of three distinct nuclear layers, the GCL, INL and ONL, separated by two plexiform layers^25^. The zebrafish retina is an excellent animal model to investigate neurogenesis and mechanisms of retinal diseases due to the retina’s spatial-temporal pattern of development. Photoreceptors, including cones and rods, play a vital role in phototransduction within the visual system^26^. Under physiological conditions, photoreceptors, including rods and cones, differentiate from 50 hpf. The first photoreceptors possess outer segments at 60 hpf within the ventral patch^27,28^. Photoreceptors are fully differentiated by 72 hpf^29^. Therefore, we chose 60 hpf and 72 hpf as time points to evaluate the retinal neurogenesis in the present study. The *il7r*^−/−^ mutant showed microphthalmia in gross development. By HE staining, we found thinning of the GCL, INL and ONL at 72 hpf. Furthermore, cells in the ONL were smaller and irregularly shaped with darkly stained nuclei. Immunohistochemistry results indicated that the number of both cones and rods was lower in *il7r*^−/−^ mutants either at 60 hpf or 72 hpf. Following *il7r* knockout, neurogenesis in the zebrafish retina was delayed. Our findings regarding the correlation between the *il7r* gene and retinal neurogenesis provide new insights into the neurogenic role of *il7r*.

We performed microarray analysis to reveal the possible mechanisms of delayed retinal development. Following *il7r* knockout, photoreceptor-specific genes were significantly down-regulated, and the phototransduction pathway was inhibited. 

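Genes of photoreceptor identity and the outer segment were lower in *il7r*-/- larvae at 4 dpf, and all 29 measured members had a change below 0. Their median change was -0.40, and *rbp3* was the only member that fell over all probe sets tested, a call that ended without any 1 of the arrays other than WT replicate 3 (adjusted p from 0.0478 to 0.133 over the left-out arrays), while 8 were lower when adjusted over the list alone. Lens genes moved in the same direction, with a median of -0.77. Camera gave an adjusted p of 5.32e-09 for this list (adjusted p = 0.390 with an estimated correlation). As the study chose the photoreceptor theme on these samples, the list is not independent evidence of its direction.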

Ten verified genes were classified into the following categories: (1) genes related to visual perception, such as *arr3a, rpe65a* and *pde6h*; (2) genes related to phototransduction, such as *rgra*, *opn1mw1* and *opn1sw1*; and (3) genes related to both visual perception and phototransduction, such as *rho*, *opn3*, *opn1lw2* and *opn1sw2*. The gene regulatory networks controlling photoreceptor specification include the following steps: retinal progenitors transforming into photoreceptors, rod versus cone fate, cone subtype, and opsin subtype^30^. In the first step, *retinal homeobox gene 1* (*rx1*), which belongs to the retinal homeobox family, contributes to photoreceptor fate^31^. *Rho*, a transmembrane protein located in rod cells, can initiate the visual transduction cascade when photo excited. *Rho* is closely associated with G-protein coupled receptor activity and photoreceptor activity. Furthermore, rhodopsin in rod photoreceptors can be phosphorylated and dephosphorylated to exert its function when exposed to photons^32^. *Arr3a*, a specific protein expressed in green and red cone photoreceptors, functions in phosphoprotein binding and opsin binding. In our microarray analysis, we found that the expression of *rx1*, *rho* and *arr3a* significantly decreased (Supplementary Figure 3a–c; ANOVA, *P < 0.05, **P < 0.01). 

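*rx1* had an array value of 5.71 ± 0.13 (SD, n = 3) in WT and 4.85 ± 0.45 (SD, n = 3) in *il7r*-/- larvae at 4 dpf. Its change was -0.86 (standard error 0.23, adjusted p = 0.238 from limma), and every *il7r*-/- array lay below every WT array, where 22.3% of all genes have groups that do not overlap (10% by chance). This did not pass the test over all probe sets, nor over those that name 1 gene (adjusted p = 0.105), and it passed the methods' test without adjustment. *rho* and *arr3a* were not analysed here, since no probe set names either gene alone.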

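Genes of JAK and STAT5 signalling did not pass the test on the arrays at 4 dpf. *jak1* had a value of 5.93 ± 0.11 (SD, n = 3) in WT and 5.90 ± 0.01 (SD, n = 3) in *il7r*-/- larvae, a change of -0.03 (standard error 0.11, adjusted p = 0.930). *jak3* was dim, with means of 2.21 and 2.19 and a change of -0.02 (standard error 0.19, adjusted p = 0.983). The change was -0.20 in *stat5a* (standard error 0.11, adjusted p = 0.543) and -0.07 in *stat5b* (standard error 0.11, adjusted p = 0.837). Over 26 genes of IL7R signalling the median was -0.03, and the list did not pass the test (adjusted p = 0.526 from camera). Its brightest members were *pim1*, with a change of -0.10, and *pik3r1*, with -0.40 (adjusted p = 0.260). The signs of *jak1* and *jak3* turned when single arrays were left out. Transcript levels were measured here, not the activity of the kinases.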

We speculated that the possible mechanism underlying retinal development regulation by *il7r* was via the *jak1*, *jak3* or *stat5* pathway, which caused a decrease in the expression of *rx1* and its downstream genes *rho* and *arr3a* (Supplementary Figure 3d).

The following question emerged from the above findings: what are the functional changes following *il7r* knockout? The behavioural analysis of zebrafish larvae is a very intuitive and quick approach^33,34^. Zebrafish vision begins to function at 4 dpf^35^, and zebrafish larvae have the ability to swim at 5 dpf^36^. Therefore, we chose 6 dpf as the time point to test visual activity via monitoring swimming. Visual function was evaluated by a direct and non-invasive approach, which determined during movement 2-min dark and 2-min light periods^37^. Surprisingly, there was a big difference between *il7r*^−/−^ and WT larvae. In the dark, *il7r*^−/−^ mutants swam faster than WT larvae. We presumed that *il7r*^−/−^ caused anxiety. When larvae were suddenly stimulated with light, WT larvae had a robust reaction in the first 10 s. The average swimming speed increased by approximately 30%. However, *il7r*^−/−^ mutants hardly responded to light and showed a gradual decrease in swimming speed in the first 10 s. The swimming speed of WT and *il7r*^−/−^ mutants was similar in the light environment. Physiologically, when there is a light stimulus, zebrafish prefer to swim from the dark to the light; this phenomenon is called phototaxis^34^. We concluded that the weak response to the light stimulus indicated that the vision of *il7r*^−/−^ mutants was impaired. Moreover, the behavioural changes in *il7r*^−/−^ mutants were consistent with the morphological changes, including thinner layers of neurons, darkly stained nuclei, and fewer cones and rods.

Retinitis pigmentosa (RP), the most common inherited and degenerative retinal disease, causes severe vision impairment^38,39^. Usually, rods first undergo progressive degeneration, followed by deterioration of cones and retinal pigment epithelium^40^. There is no treatment or cure for RP. *Rho* and *arr3a* are involved in the pathogenesis of RP^38,41^. Our *il7r*^−/−^ model exhibited down-regulation of *rho* and *arr3a* with impaired visual function. Our findings indicate that this model may have applications for an in-depth understanding of the mechanisms and even the development of potential therapeutic approaches for RP.

Overall, the *il7r*^−/−^ knockout fish generated in this study is a powerful tool to investigate the roles of the *il7r* gene in vivo. Our study provides a new insight into the role of *il7r* in neurogenesis. This study will not only contribute to an understanding of the comprehensive functions of *il7r* but will also help elucidate the possible mechanisms in degenerative retinal diseases.

## Materials and methods

### Experimental animals

WT adult fish (Tübingen strain, TU) were raised at 28.5 °C under a 10/14-h dark/light cycle^42^. Embryos were collected after natural spawning and rinsed with system water to remove contaminants. Embryos were reared in E3 medium (5 mmol/L NaCl, 0.17 mmol/L KCl, 0.33 mmol/L CaCl_2_, and 0.33 mmol/L MgSO_4_, pH 7.2) in Petri dishes. Embryos/larvae were developmentally staged by hpf or dpf. All the animal experiments were approved by the Institutional Animal Care Committee of Nankai University and conformed to the National Institutes of Health Guidelines.

### CRISPR design, synthesis and microinjection

According to the principle of CRISPR/Cas9, sgRNAs against the *il7r* gene (ENSDARG00000078970) were designed using a CRISPR design tool (http://crispr.mit.edu/)^43^. The sgRNA target sequences for *il7r* were as follows: ACTCCACTCACTCCAGTCACCGG. sgRNA was generated with a pX330 vector template (BioVector NTCC Inc. Beijing, China) and transcribed using a MAXIscript T7 kit (Thermo Fisher Scientific, Waltham, MA, USA). The pGH-T7-zCas9 plasmid was linearised by *XbaI* and then transcribed in vitro to generate Cas9 mRNA using a mMESSAGE mMACHINE T7 kit (Thermo Fisher Scientific). Zebrafish embryos were injected with 1 nL mixed solution containing 50 ng/mL sgRNA and 250 ng/mL Cas9 mRNA^44^. Embryos were then incubated with sterile E3 medium and raised at 28.5 °C.

### Analysis of CRISPR-targeted mutation of *il7r*

At 7 hpf, 5 injected embryos were collected, and genomic DNA was extracted. A PCR assay was conducted to identify CRISPR-induced mutations. The screening primers were designed around the *il7r* sgRNA target site and amplified a 464-bp region in exon 5. The primer sequences were listed as follows: forward: *il7r*-exon5F: 5′-GGTTTGAACACCGTCATGATT-3′; reverse: *il7r*-exon5R: 5′-AAGTGGGATTTGAAACAACGA-3′. PCR products were cloned into the pGEM-T Easy vector (Promega, Madison, WI, USA). DNA isolated from a single colony was sequenced by *il7r*-exon 5 to verify the efficiency of the target site (the numbers of colonies with mutations/the total number of colonies sequenced).

### Generation of the *il7r*^−/−^ mutant line

At 1 month post fertilisation, the tail fins of the injected fish were cut and sequenced using an *il7r*-exon 5F primer to identify the F0 founder. F0 adults were self-crossed to generate F1 progeny. F1 embryos were raised normally until 60 dpf, and DNA of the caudal fin was extracted, PCR amplified and sequenced to identify heterozygous F1. F1 *il7r*^+/−^ heterozygotes were self-crossed to generate F2. F2 generation embryos were randomly selected, and genotype identification was performed at 4 dpf. Two forward primers, *il7r*-4 bp wt (sequence: 5′-AACTATTTTGCCGGTGAC-3′) and *il7r*-4 bp mut (sequence: 5′-AACTATTTTGCCGGTGGA-3′), and one common reverse primer, *il7r*-exon 5 R, were used to screen *il7r*^−/−^ homozygotes. To determine the off-target effects of the sgRNA:Cas 9 system, 50 potential sites were predicted among which 15 were identified in genes. The top ten sites were selected for further analysis by a PCR assay and sequencing^21^. The predicted sites and primers are listed in Table S1 and S2, respectively. A mutant line, *il7r* ^−/−^, was characterised and used for all data presented herein.

### Western blot analysis

At 4 dpf, 30 larvae from the WT or *il7r*^−/−^ groups were harvested and lysed with lysis buffer containing RIPA (CWBiotech, Beijing, China), phenylmethanesulfonyl fluoride (PMSF, Sigma, St. Louis, MO, USA), Protease Inhibitor Cocktail (PI, Promega), Phosphatase Inhibitor Cocktail 2 (PPI2, Sigma) and Phosphatase Inhibitor Cocktail 3 (PPI3, Sigma) at a ratio of 100:1:1:1:1. Western blot analysis was performed as previously described^11^. Anti-IL7R polyclonal antibody (1:400; Santa Cruz, sc-662, Dallas, TX, USA) was used as the primary antibody. Anti-actin monoclonal antibody (1:3000; Santa Cruz, sc-58679) was used as a loading control.

### Whole-mount in situ hybridisation

Embryos or larvae were treated with 0.003% 1-phenyl-2-thiourea (PTU, Sigma) to block pigmentation until 4 dpf. A standard protocol was used to perform whole-mount in situ hybridisation^45^. A *rag1* (GenBank NM_131389) mRNA probe was used as a marker to explore the development of the thymus. A *gh1* (GenBank NM_001020492) probe was used to label hormone-producing cells in the hypophysis. Probes were added to RNase free tubes at a concentration of 2 ng/μL and hybridised overnight at 55 °C. Larvae were washed and incubated with an alkaline phosphatase-conjugated antibody (Roche Diagnostics, Basel, Switzerland) at a dilution of 1:1500 on the second day. The colour reaction was mediated by nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl-phosphate (NBT/BCIP, Roche) on the third day. The above experiment was repeated three times.

### Histology and immunohistochemistry

At 60 and 72 hpf, embryos were anaesthetised with 0.1% ethyl 3-aminobenzoate methanesulfonate salt (MS-222; Sigma), euthanized and immediately fixed in 4% paraformaldehyde. For histological analyses, larvae were embedded in paraffin, and serial transverse sections (5 µm) were obtained. HE staining was performed using a standard protocol. For immunohistochemistry, serial transverse cryosectioning (8 µm) was performed. The following primary antibodies were used in this study: mouse monoclonal antibodies Zpr1 (diluted at1:200, Zebrafish International Resource Center (ZIRC), Eugene, OR, USA) and Zpr3 (diluted at1:200, ZIRC) to label cone and rod cells, respectively. Ten embryos were processed in each group.

### Microarray analysis

At 4 dpf, 20 larvae from the WT and *il7r*^−/−^ groups were collected, anaesthetised and immediately euthanized. Total RNA was extracted, linearly amplified, labelled with a GeneChip^®^ WT Terminal Labelling and Controls Kit (Thermo Fisher Scientific) and quantified. The above experiment was repeated in three batches of larvae to generate biological replicates of WT and *il7r*^−/−^ samples. mRNA expression profiling was measured using a Zebrafish Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA), which contains 59302 gene-level probe sets. GeneChip2 Scanner 30007 G (Affymetrix) was used to scan the hybridized arrays. Microarray analysis was performed by Expression Console Software (version 1.2.1; Affymetrix). The microarray data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO). The GEO series accession number is GSE101138 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101138).

### Bioinformatics analysis

For microarray data analysis, differentially expressed genes were recognised based on one-way ANOVA. The criteria set for significantly different expression were identified as up-regulated or down-regulated according to the following standard: ANOVA *P*-value <0.05, |Fold change| >1.5. The false discovery rate was calculated to correct the *P*-value. GO analysis was performed to evaluate the affected biological processes and molecular functions. Two-sided Fisher’s exact test and multiple comparisons were used to classify the GO category, and a *P*-value <0.05 was considered statistically significant. Pathway analysis was applied to determine the significant pathways of the differentially expressed genes according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The significant pathway was selected by Fisher’s exact test. The threshold for KEGG significance was *P* < 0.05.

### Quantitative RT-PCR

At 4 dpf, 15 larvae were collected from the WT and *il7r*^−/−^ groups, and total RNA was isolated by using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol. Quantitative RT-PCR (qRT-PCR) was performed using the *TransStart*^®^ Top Green qPCR Supermix (TransGen, Beijing, China). The procedures were as follows: 94 °C for 30 s, followed by 40 cycles of 94 °C for 5 s, and 60 °C for 30 s. The sequences of the primers are listed in Table 1. The relative expression of mRNA was calculated by the 2^−△△Ct^ method^46^. For each gene, the above experiment was performed on three independent duplicates.

**Table 1:** Primer sequences of genes related to visual perception and phototransduction for qRT-PCR

Gene	GeneBank	Sequence (5′ to 3′)
*arr3a*	NM_001002405	Forward: AAGACCTGGACGTGATTG
		Reverse: TTGAAAGTGAAGGGATGG
*opn1lw2*	NM_001002443	Forward: CAGCACAATCAGCGTCAT
		Reverse: TGCCCATTTACCATCAAA
*opn1mw1*	NM_131253	Forward: AGCCCAGCACAAGAAACT
		Reverse: AGCAACCTGACCTCCAAG
*opn1sw1*	NM_131319	Forward: GGCTTTGTATTTATCGTGG
		Reverse: CCTGCTAGGGAGATGTTTA
*opn1sw2*	NM_131192	Forward: GGACTCCCTCCACTCTTA
		Reverse: GAATACAATGGTGCTGAAA
*opn3*	NM_001111164	Forward: GAGAAGAAAGTGGCGGTGAT
		Reverse: ATAATGGCGACGGTAGGG
*pde6h*	NM_001305554	Forward: GACCACTCGCACCTTCAA
		Reverse: ATGTCTCCAAACGCTTCC
*rgra*	NM_001017877	Forward: GAGAAGAAAGTGGCGGTGAT
		Reverse: ATAATGGCGACGGTAGGG
*rho*	NM_131084	Forward: TCATCTGCTGGTTGCCCTA
		Reverse: CAGTGACGGAACTGCTTGTT
*rpe65a*	NM_200751	Forward: ACTCAACCATTTCGTCCCT
		Reverse: TACCGTCGTCCTCATCCA

### Behavioural test

The behavioural test was performed at 6 dpf and recorded with a DanioVision system (Noldus Information Technology, Wageningen, the Netherlands). Larvae were divided into the WT and *il7r*^−/−^ groups. Twelve larvae from each group were collected and placed in a 24-well plate. Each well contained one larva with 2 mL E3 medium. After a 30-min dark adaption in the chamber, the movement of larvae was recorded for 4 min, including a 2-min dark period followed by a 2-min light stimulus. Ethovision^®^ XT 11.5 software was used to analyse digital tracks and generate heat maps. The average velocities in the dark and in the first 10 s of light were set as the parameters to evaluate visual function. The behavioural test described above was repeated three times.

### Photography and image analysis

Images of the phenotypes of embryos or larvae and images of whole-mount in situ hybridisation were captured with a DP72 digital camera mounted on an SZX16 dissecting microscope (Olympus Corporation, Tokyo, Japan). DP2-BSW software (Olympus) was used to calculate the body lengths, eye sizes and areas of *gh1*/*rag1*-positive signals. Images of HE staining were photographed with a DP71 digital camera mounted on a BX51 fluorescence microscope (Olympus). Images of immunofluorescence were captured with an FV 1000 confocal microscope (Olympus). ImageJ software (1.49×; NIH, http://rsb.info.nih.gov/ij/) was used to convert the fluorescence images of Zpr1 or Zpr3 immunostaining to 8-bit greyscale prior to thresholding and calculate the area of positive areas in each image. All images were compiled in Adobe Photoshop CS6 Portable (Adobe Systems Incorporated, San Jose, CA, USA) and resized. All images involved in the experiment were similarly manipulated.

### Statistical analysis

Statistical analysis was performed with GraphPad software (version 5.01, GraphPad Software, Inc., La Jolla, CA, USA). All values are presented as the means ± SEM. Student’s *t* test was performed to evaluate statistical significance between two independent groups. Statistical significance was defined as a *P*-value less than 0.05.

## Electronic supplementary material

Supplemental data

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

# Supplementary material for: Knockout of zebrafish interleukin 7 receptor (IL7R) by the CRISPR/Cas9 system delays retinal neurodevelopment
**Source:** Cell Death Dis. 2018 Feb 15;9(3):273. doi: 10.1038/s41419-018-0337-z
**Supplement:** Supplementary file 1 — Supplemental data

**Supplemental data**

Table S1. The top 10 potential off-target sites

| No. | Sequence (5’to 3’) | Mismatches | Locus | |
| --- | --- | --- | --- | --- |
| 1 | ACGCCACCCACTCCAGTCACTGG | 3MMs [3:8:11] | | chr11:-16561443 |
| 2 | ACTGCACACACTCCAGTCATAAG | 3MMs [4:8:20] | | chr1:+35409623 |
| 3 | ACTCCATTCACTCCATTCACTAG | 2MMs [7:16] | | chr16:+4061693 |
| 4 | CCCACACTGACTCCAGTCACTGG | 4MMs [1:3:4:9] | | chr21:+40257427 |
| 5 | CCACCATTTACTCCAGTCACTGG | 4MMs [1:3:7:9] | | chr17:+52090257 |
| 6 | ACACCATGCAATCCAGTCACCAG | 4MMs [3:7:11:8] | | chr2:+32172736 |
| 7 | TCTCCGCTATCTCCAGTCACTGG | 4MMs [1:6:9:10] | | chr21:+845404 |
| 8 | ACAGCACTAACTCCAGTCAGTAG | 4MMs [3:4:9:20] | | chr13:-40067934 |
| 9 | ACGCGCCTCACTCCAGTCAACGG | 4MMs [3:5:6:20] | | chr18:-17772404 |
| 10 | CCGCCACTCATTCCAGTCAATGG | 4MMs [1:3:11:20] | | chr3:-34309777 |

Table S2. Sequences of primers for detecting off-target effects

| No. | GenBank | Primer sequence (5’ to 3’) |
| --- | --- | --- |
| off-target1 | NM_00109941 | Forward: GATTCCACCGACTCTGTAA |
|  |  | Reverse: TTTATGTGCTCCACCTGTC |
| off-target2 |  | Forward: AAAAGTTCTCCAGGGTGTC |
|  |  | Reverse: AAGTGGCTTTGTCATTGCT |
| off-target3 | NM_001113377 | Forward: ATCCTGGAGACACCAAAATCTTA |
|  |  | Reverse: CGTGAACAACCAGCCAAACA |
| off-target4 | NM_00103012 | Forward: GGCTGATTTCTCACCTATCTCCT |
|  |  | Reverse: TTTCAGTGCTGAGTGGTGTGA |
| off-target5 |  | Forward: AAGTGGAAGATATGTTAGC |
|  |  | Reverse: ATTTTCTTACGACTGAACT |
| off-target6 |  | Forward: CCCGAGGTTATAGTCTTAA |
|  |  | Reverse: AAAATCTGCATAGGTCAAA |
| off-target7 |  | Forward: CAGCGTTAAAACCCAACT |
|  |  | Reverse: CTTCACATCTGTCCTCCC |
| off-target8 |  | Forward: CTGAACGTCACCTCACATG |
|  |  | Reverse: ATCAACCATCCGTGTCTTC |
| off-target9 |  | Forward: ACCTCAATTTTCCCCTCTA |
|  |  | Reverse: ATCTGGATTTATGTCTGCTT |
| off-target10 | NM_00104495 | Forward: AAACATCTGTGAATATCAAGCCTAC |
|  |  | Reverse: CACATTTGCCTCCCACTCT |

**Supplementary Figure 1** Detection of the off-target effects in F2 *il7r*^-/-^ homozygotes by Sanger sequencing. Red frames: sequences of the target site.

**Supplementary Figure 2** Retinal development following *il7r* knockout at 60 hpf. (**a-d**) HE staining and magnified images of retinas from wild-type (WT, **a** and **b**) and *il7r*^-/-^ (**c** and **d**) embryos. (**e**-**h**) Images of Zpr1 or Zpr3 immunofluorescence staining of retinas in WT (**e** and **f**) and *il7r*^-/-^ (**g** and **h**) embryos. (**i**-**j**) Statistical analysis of Zpr1-positive signals (**i**) and Zpr3-positive signals (**j**) between WT and *il7r*^-/-^ retinas. Note that the Zpr1-positive area (**i**) and Zpr3-positive area (**j**) are significantly decreased in *il7r*^-/-^ retinas. Results are represented as means ± SEM (n=10), ****P*<0.001. Scale bar: (**a** and **c**), 40 μm; (**b** and **d**), 10 μm; (**e**-**h**), 50 μm. Abbreviations: GCL: ganglion cell layer; INL: inner nuclear layer; ONL: outer nuclear layer.

**Supplementary Figure 3** The interaction between *il7r* and retinal development. (**a-c**) The changes in *rx1* (**a**), *rho* (**b**) and *arr3a* (**c**) across the microarray in the three replicates. Note that the expression of three genes are decreased significantly in *il7r*^-/-^ group (ANOVA; **P*<0.05, ***P*<0.01). (**d**) String-db analysis of *il7r*. Small nodes: proteins with unknown 3D structures; large nodes: proteins with known or predicted 3D structures.

How the deposited data were processed for this re-analysis (not part of the article)

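The data are 6 arrays of larvae at 4 dpf, 3 of WT (Tu strain) and 3 of *il7r*-/-, each from 20 larvae according to the methods. The authors hybridized the Affymetrix Zebrafish Gene ST array and analysed it in Expression Console, whose version the methods give, and the submitters' processing notes name RMA without a version or annotation. The deposited values have 2 decimals and were read as log2. The methods say that 3 batches of larvae made the replicates. No date is given, and the text does not tie the replicate numbers to these batches.

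Values were used as deposited, in R 4.3.3 with limma 3.58.1. The paper gives 59302 gene-level probe sets for the array, and which of the 75212 in the value table these are is not marked, so each adjusted p rests on all 75212. They were fitted with genotype as the factor (lmFit and eBayes with default settings, two-sided) and adjusted by Benjamini-Hochberg. A probe set was called at an adjusted p under 0.05 and a fold change over 1.5, with no filter on dim probe sets. Probe sets that name several genes, 855 of them, were given to none, and 1365 genes had more than 1 probe set of their own. The 36 gene lists were written from textbook knowledge and the pathway names of Fig. 6b and 6c and hold 1102 members, of which 956 were measured. They were tested with camera (preset correlation of 0.01, adjusted over the 36 lists), with camera at an estimated correlation, with fry, and by Fisher's exact test on the called genes (two-sided, adjusted over the lists). In all, 13 lists were lower and 3 were higher by camera, and no list passed with an estimated correlation, while 7 of the 16 passed with fry, along with the heat shock and glucocorticoid lists. Fry asks whether a list moves one way on balance and compares it with no other genes.

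The lists, the tests and the alternatives were fixed before the data were examined, apart from the test over the 20806 probe sets that name 1 gene and the tests that the closing section names as chosen later. The genes named in the text are those the paper names that a probe set names alone (16 of 18), the 10 most raised and 10 most lowered called genes with no overlap between groups, and up to 4 called members of each list, or its 2 brightest members where none was called. Values of Fig. 6d and Fig. 3 had been seen by then. A lowered gene known only by a clone name, with a change of -2.44 whose size is uncertain since its *il7r*-/- mean of 1.51 lies near the array's background, is left unnamed. The alternatives were the methods' test with and without adjustment, an intensity trend with a robust prior, unadjusted p, no fold threshold and a fold over 2, quantile normalization, median centring, leaving out the lowest tertile of probe sets by mean level, the mean of a gene's probe sets, replicate number as a block, array weights and leaving out each array.

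The procedure was tested on simulated data with 3 arrays against 3. With all 75212 probe sets, 14 of 100 probe sets with a true log2 change of 1 and 70 of 100 with a change of 2 were called, along with 6 unchanged ones. With the 20806 probe sets, 41 and 83 of 100 were called, along with 6 unchanged ones. The noise was drawn independently for each probe set, with equal variance in both groups, from the prior fitted to these arrays. Correlated genes and an outlying array were thus not simulated. All true changes were placed in probe sets that name 1 gene, so the simulation cannot show what the restriction to them does where changes lie elsewhere. Gene order was taken from the GRCz12tu assembly, which is not the one the array was designed on. The GO and pathway tables, the qRT-PCR, imaging and behaviour data were not used here.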

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

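Gene lists whose array values the paper does not report also passed the list test, and none of these calls held with an estimated correlation. In the lens list the median change was -0.773 over 43 genes and 34 were below 0 (adjusted p = 8.57e-08 from camera, adjusted p = 0.390 with an estimated correlation). None of its genes passed over all probe sets and 21 did when adjusted over the list alone. Its brightest members, the crystallin genes *crybb1* and *cryba4*, had changes of -0.97 (adjusted p = 0.178) and -1.29 (adjusted p = 0.127). Melanin synthesis genes had a median of -0.293 over 16 genes (adjusted p = 5.90e-05, adjusted p = 0.366 with an estimated correlation), and 4 were lower when adjusted over the list alone. The change was -1.56 in *dct* (adjusted p = 0.0752) and -0.76 in *tyrp1b* (adjusted p = 0.138). *dct* was called without WT replicate 3 (0.0457), with the intensity trend and robust prior and with array weights (lowest adjusted p over the alternatives 0.0404). Cholesterol synthesis genes had a median of -0.283 over 24 genes (adjusted p = 2.61e-05, adjusted p = 0.390 with an estimated correlation), with 5 lower when adjusted over the list alone, and its brightest members *msmo1* and *cyp51* had changes of -0.73 and -0.42. Genes of cartilage and bone had a median of 0.163 over 31 genes (adjusted p = 0.000136, adjusted p = 0.414 with an estimated correlation). Genes of fast skeletal muscle had a median of 0.167 over 37 genes (adjusted p = 0.00110, adjusted p = 0.549 with an estimated correlation), which without WT replicate 3 was 0.043 (adjusted p = 0.0905). Genes of myelin and oligodendrocytes had a median of 0.123 over 17 genes (adjusted p = 0.0165, adjusted p = 0.224 with an estimated correlation), which was 0.085 without WT replicate 1 (adjusted p = 0.0535) and 0.080 without WT replicate 3 (adjusted p = 0.0525). The paper cites earlier work in which *il7r* knockdown delayed myelination, whereas the median of these genes was higher, not lower, in *il7r*-/- larvae here. Liver plasma protein genes had a median of -0.208 over 32 genes (adjusted p = 0.0195, adjusted p = 0.471 with an estimated correlation), and the adjusted p was 0.304 without WT replicate 3, 0.0537 without *il7r*-/- replicate 1 and 0.0506 without *il7r*-/- replicate 2. In the last 4 lists and the melanin and cholesterol lists no gene passed over all probe sets.

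Of the tests of the lower phototransduction genes, the one on genes matched in level was chosen after the result was seen. The values argue against fewer neuronal transcripts in the larvae as a whole, since the median of neuron genes exceeded the cone median by 0.898 (95% bootstrap interval 0.543 to 1.22). Genes outside the lists that were matched in level to the cone genes had a median change of -0.04 (95% bootstrap interval -0.06 to -0.03). Normalization of the arrays to one another holds such medians near 0. This test therefore cannot decide on a scaling error that shifts genes of like level alike, which stays open. Other effects of the authors' scaling stay open too. Quantile normalization and median centring of values already normalized moved no gene by more than 0.0794, so the cone median of -0.892 or lower under them decides nothing. A smaller eye as a whole stays open, since the lens median exceeded the cone median by only 0.137 (95% bootstrap interval -0.213 to 0.877). The paper reports smaller eyes in these mutants. The inner retina list was lower by less, but a retinal loss is diluted there in RNA of whole larvae. Slower development of the retina stays open too. The medians of cell division and progenitor genes were 0.005 and -0.005, but in whole larvae a delay in the retina alone need not show in them. The paper reports sparser cone and rod staining at earlier stages and concludes that differentiation was delayed. The real split of the arrays gave 224 called probe sets and the highest of the others 4, and with 10 splits, of which 1 gave as many, the share cannot fall under 0.05.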

How the results depend on the processing

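The direction of the cone, rod and visual cycle lists and their side of the threshold held under every scaling, filter, prior, block, array weight and left-out array that was run. Left-out arrays gave medians of -1.06 to -0.847 for cone, -0.710 to -0.458 for rod and -0.373 to -0.285 for visual cycle genes. With an estimated correlation the medians of -0.91, -0.495 and -0.36 no longer passed, and with fry the rod list did not (adjusted p = 0.0665). Where 16 lists passed by camera, 0 did with an estimated correlation and 9 did with fry, 7 of them among the 16. Array weights ended the call of 1 list and gave a call to 1 other, and the mean of a gene's probe sets gave a call to 1 list. Of the 97 named genes, 3 lost their call with the mean of probe sets, where raised genes numbered 8 against 10 in the main fit. Changed, raised and lowered probe sets and changed genes, in that order, were 2447, 1060, 1387 and 475 by the methods' test without adjustment, 3, 0, 3 and 0 with it, 412, 168, 244 and 106 with an intensity trend and robust prior, and 3616, 1540, 2076 and 573 at unadjusted p. With array weights, 198 probe sets were lowered and 80 genes changed, and without the dim tertile 87 genes changed. With the replicate number as a block they were 1, 0, 1 and 0. Deviations of arrays with the same number correlated at only 0.048, 0.0060 and 0.082 across probe sets, which shows no clear pairing. With 3 arrays per group this cannot exclude one, so whether the numbers pair the samples stays open. Over single-gene probe sets, added after seeing the data, 51 were raised and 213 genes changed. There fewer tests were adjusted for, and the prior of the moderated test was estimated anew from those probe sets. Left-out arrays gave 5 to 293 changed, 1 to 1.2e+02 raised and 3 to 174 lowered probe sets and 0 to 61 genes, with fewer arrays fitted. Lists with an excess of lowered genes numbered 3, and 13 by the methods' test without and 0 with adjustment, 14 at unadjusted p, 0 with the block, 8 over single-gene probe sets and 0 to 4 with left-out arrays. Of the paper's genes 2 were called, and 9, 0, 9, 0 and 6 under those 5 settings and 0 to 1 with left-out arrays. Genes called within 5 Mb of *il7r* numbered 1, and 6, 0, 7 and 0 under the first 4, 0 within 2 Mb and 0 to 1 with left-out arrays.

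Of 36 lists 12, and of 97 named genes 20, turned their sign under some alternative, none of which had passed the test, and none passed it with the turned sign. With left-out arrays the medians ran from -0.0758 to 0.0317 for cell division, -0.0392 to 0.0217 for progenitors, -0.0167 to 0.0667 for thymus, -0.0683 to 0.0517 for neutrophils, -0.00333 to 0.0400 for erythroid cells, -0.0167 to 0.115 for interferon, -0.0817 to 0.0617 for exocrine pancreas, -0.233 to 0.0575 for intestine, -0.0425 to 0.00500 for neurons, -0.0533 to -0.00167 for steroid synthesis, -0.0233 to 0.102 for p53 targets and -0.0817 to 0.0117 for pituitary hormones. Median centring gave -0.005 for cell division and -0.00333 for steroid synthesis, array weights -0.025 for cell division and -0.0155 for erythroid cells, quantile normalization 0.0144 for progenitors and 0.0183 for neurons, the dim tertile left out 0.0367 for exocrine pancreas, -0.005 for steroid synthesis and 0.02 for pituitary hormones, and the mean of probe sets 0.00167 for neurons and -0.0267 for steroid synthesis. Genes ran from -0.19 to 0.022 (*il7r*), -0.22 to 0.19 (*rag1*), -0.075 to 0.03 (*jak1*), -0.15 to 0.145 (*jak3*), -0.27 to 0.052 (*pcna*), -0.078 to 0.005 (*sox2*), -0.21 to 0.18 (*cpa5*), -0.20 to 0.028 (*csf1ra*), -0.21 to 0.098 (*hbae3*), -0.23 to 0.097 (*rhag*), -0.092 to 0.24 (*socs3b*), -0.235 to 0.062 (*prss59.2*), -0.46 to 0.055 (*vil1*), -0.062 to 0.068 (*grin1b*), -0.042 to 0.078 (*elovl4a*), -0.17 to 0.08 (*hsd3b7*), -0.01 to 0.075 (*hspa8*), -0.025 to 0.055 (*foxo3b*), -0.76 to 0.0067 (*klf9*) and -0.047 to 0.128 (*col1a1a*). Array weights gave 0.050 for *jak3* and 0.022 for *grin1b*, and quantile normalization 0.011 for *rhag* and 0.01 for *grin1b*. The cause of these changes was not tested except where named. The median of all probe sets moved by at most 0.0106 under any scaling, and genes near the array's background, such as *il7r* and *jak3*, carry little signal.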

Differences from the paper's values

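The paper reports 1621 changed genes, and 224 probe sets were called here. The paper reports 689 up-regulated genes against 96 raised probe sets here, and 932 down-regulated genes against 128 lowered probe sets. The sets counted differ, since the paper gives 59302 gene-level probe sets for the array and the counts here run over 75212. Read per gene, over 19260 genes, the methods' test without adjustment gave 475 changed, 94 raised and 381 lowered. The paper's thresholds are an ANOVA P under 0.05 and a fold change over 1.5, and it says that the false discovery rate was calculated without saying whether the counts use it, whereas the counts here take an adjusted p. Among the alternatives set before the data were examined, the methods' test without adjustment gave 1387 lowered probe sets, which is within 1.5 times the paper's count, but 2447 changed and 1060 raised, which are not, and every other alternative differs from the paper by more than 1.5 times in all 3 counts.

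Of the 10 genes that the paper selected from its GO and pathway analyses of these arrays and then measured by qRT-PCR (Fig. 6d), all 8 that were measured were lower on the arrays, 2 of them past the threshold over all probe sets, 8 by the methods' test without adjustment and by limma at an unadjusted p, and 6 over the probe sets that name 1 gene, an alternative chosen after seeing the values. The paper states that *rx1* decreased on the arrays. Its change here was -0.86 with an adjusted p of 0.238, and it was called by the methods' test without adjustment and by limma at an unadjusted p. Fig. 6c shows ketone body, steroid hormone, starch and sucrose and nitrogen metabolism among the decreased pathways, and the lists of these names did not pass camera here, with medians of -0.14, 0.0067, -0.09 and -0.06. The paper applied Fisher's exact test to KEGG pathways, whereas the lists here were written by hand. Both the genes and the test thus differ, and this is no like comparison. The ketone body metabolism list had an excess of lowered genes by the methods' test without adjustment (Fisher's exact test, adjusted p = 0.0280) and at limma's unadjusted p (adjusted p = 0.0390), and it passed camera without WT replicate 3, while the phototransduction, retinol, pentose phosphate, fatty acid and glycolysis lists passed camera here, though with an estimated correlation none of them did (adjusted p = 0.140 to 0.390).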

Other observations

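Genes of the circadian clock were lower in *il7r*-/- larvae. Of 39 measured members, 2 fell and none rose, and the median change was -0.39. *nr1d1*, which encodes a repressor of the clock, fell by 1.11 (standard error 0.13, adjusted p = 0.0390) and the transcription factor gene *hlfa* by 1.09 (standard error 0.12, adjusted p = 0.0364). Adjusted over the list alone, 11 were lower, and the list had an adjusted p of 8.57e-08 from camera (adjusted p = 0.224 with an estimated correlation) and of 0.0273 by Fisher's exact test. The study found a circadian theme on these samples (Fig. 6b), so the list is not independent evidence of its direction. The call of *hlfa* ended without any 1 of the 6 arrays, with adjusted p from 0.0506 to 0.175, and that of *nr1d1* without any 1 of them other than WT replicate 3, from 0.0330 to 0.185.

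The targeted transcript *il7r* and the genes *rag1* and *gh1* did not pass the test on the arrays. *il7r* was dim, with 1.65 ± 0.22 (SD, n = 3) in WT and 1.59 ± 0.15 (SD, n = 3) in *il7r*-/- larvae (adjusted p = 0.907). By western blotting at the same age the paper detected no IL7R protein in these mutants, and a transcript value this low does not bear on that. *rag1*, the recombinase gene of lymphocytes, had 3.06 ± 0.42 and 3.04 ± 0.29 (SD, n = 3 each, adjusted p = 0.982). *gh1*, the growth hormone gene, had 2.73 ± 0.15 and 3.18 ± 0.17 (SD, n = 3 each, adjusted p = 0.290). Both were dim too, with means below 3.905, the bound of the lowest tertile of genes by level. The paper reports a smaller area of *rag1* staining in *il7r*-/- larvae of the same age and no significant difference for *gh1*. Values this low in RNA of whole larvae cannot decide whether *rag1* fell in the thymus. The remaining lists did not pass the test by camera. Their medians were -0.01 for thymus and T cells (adjusted p = 0.237), 0.02 for neutrophils (0.628), -0.03 for macrophages and microglia (0.873), 0.013 for erythroid cells (0.760), 0.055 for interferon and acute phase (0.279), -0.06 for exocrine pancreas (0.628), -0.067 for intestinal epithelium (0.564), -0.043 for heat shock and the unfolded protein response (0.783), 0.01 for p53 targets (0.783), -0.093 for the glucocorticoid response (0.173) and -0.02 for pituitary and thyroid hormones (0.974), with the adjusted p in parentheses. Without WT replicate 3 the interferon and acute phase list passed (median 0.115, adjusted p = 0.0228).

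Single genes changed by large amounts in both directions, and of the tests of this pattern those on dim probe sets and on other chromosomes were chosen after the result was seen. Of the called genes outside the lists, 20.6% (95% exact binomial interval 8.70% to 37.9%) lie in the lowest tertile of genes by level. That interval also holds a tertile's share, so the called genes are not shown to be dim less often than other genes. Level there is the mean over both groups, so a gene dim in 1 group can count as brighter, such as *bend7* (3.12 in WT, 6.20 in *il7r*-/- larvae). The test therefore cannot decide on noise of dim probe sets, which stays open. Linkage to the *il7r* allele as the cause of the whole pattern is argued against, since 42 of 43 called genes with a position lie on other chromosomes than *il7r*. Linkage stays open for *rbp4l*, the 1 called gene of 188 within 5 Mb (Fisher's exact test, p = 0.351). A candidate explanation is haplotypes that differ between the mutant line and the WT stock, for which called genes should sit near one another in GRCz12tu. Among 43 placed genes 2 had a called gene among the 10 nearest on either side, *slc2a1a* and *igsf21b*, which equals the median of 10000 random draws (95% of draws from 0 to 6). That was the bound set beforehand against this explanation, but so few genes leave a range that holds 0, and with single-gene probe sets, added later, 46 of 208 genes had such a neighbour against a random median of 41 (26 to 56), so it stays open.

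A different time of day or light at collection may underlie the lower clock genes. The median of *per* and *nr1d* genes was lower than that of *clock*, *npas2* and *bmal* genes by a difference of -0.527 (medians -0.527 over 9 genes and 0 over 6, exact permutation test over genes, p = 0.0394), and the prediction set beforehand needed opposite signs, which a median of 0 does not give. Genes are not independent, collection times are not given in the text, and the time of day and an effect of the genotype cannot be told apart here.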
